# Lipolysis regulates major transcriptional programs in brown adipocytes

**DOI:** 10.1038/s41467-022-31525-8

**Published:** 2022-07-08

**Authors:** Lasse K. Markussen, Elizabeth A. Rondini, Olivia Sveidahl Johansen, Jesper G. S. Madsen, Elahu G. Sustarsic, Ann-Britt Marcher, Jacob B. Hansen, Zachary Gerhart-Hines, James G. Granneman, Susanne Mandrup

**Keywords:** Fatty acids, Lipid signalling, Transcription, Transcriptomics

## Abstract

β-Adrenergic signaling is a core regulator of brown adipocyte function stimulating both lipolysis and transcription of thermogenic genes, thereby expanding the capacity for oxidative metabolism. We have used pharmacological inhibitors and a direct activator of lipolysis to acutely modulate the activity of lipases, thereby enabling us to uncover lipolysis-dependent signaling pathways downstream of β-adrenergic signaling in cultured brown adipocytes. Here we show that induction of lipolysis leads to acute induction of several gene programs and is required for transcriptional regulation by β-adrenergic signals. Using machine-learning algorithms to infer causal transcription factors, we show that PPARs are key mediators of lipolysis-induced activation of genes involved in lipid metabolism and thermogenesis. Importantly, however, lipolysis also activates the unfolded protein response and regulates the core circadian transcriptional machinery independently of PPARs. Our results demonstrate that lipolysis generates important metabolic signals that exert profound pleiotropic effects on transcription and function of cultured brown adipocytes.

## Abstract (web summary)

β-Adrenergic signaling is a core regulator of brown adipocyte function. Here, the authors provide unbiased insight into the transcriptional network controlled by lipolysis in brown adipocytes, showing that lipolysis is required for much of the thermogenic gene program activated by β-adrenergic signals.

## Introduction

Adipocytes have the capacity to efficiently store large amounts of metabolic energy as triacylglycerol and mobilize this energy as fatty acids (FAs) when lipolysis is stimulated^1^. During lipolysis, triacylglycerol molecules are hydrolyzed to FAs and glycerol in a process that is controlled by functional interactions of adipose triglyceride lipase (ATGL), α-β hydrolase domain containing 5 (ABHD5), and perilipins 1 and 5 (PLIN1/5). In white adipocytes, lipolysis is primarily stimulated in response to fasting, and the FAs are released to the circulation to be used as metabolic energy by other cell types, such as muscle cells. In brown adipocytes, FAs are mainly mobilized in response to cold exposure, where they provide the main fuel for thermogenesis and induce uncoupling of mitochondrial oxidative phosphorylation^2,3^.

β-Adrenergic signaling represents the most powerful inducer of lipolysis in both white and brown adipocytes, acting via the cAMP/protein kinase A (PKA) signaling pathway. PKA phosphorylates hormone-sensitive lipase (HSL) and PLIN1/5, causing the release of ABHD5, thereby enabling ABHD5 to bind to and activate ATGL^4,5^. Importantly, β-adrenergic signaling also induces genes supporting brown adipocyte function and differentiation (e.g., thermogenic genes, fatty acid oxidation-related genes, and mitochondrial genes) in both brown and white adipocytes. Here, PKA signaling in response to the increased level of cAMP is thought to play a major role. For example, PKA has been shown to phosphorylate the transcription factor cAMP-response element-binding protein (CREB)^6^ and to indirectly activate activating transcription factor 2 (ATF2)^7^. Thus, β-adrenergic activation of PKA activates two parallel pathways in brown adipocytes that are viewed as largely independent: gene transcription and lipolysis.

Interestingly, previous genetic loss-of-function studies have indicated that abrogation of lipolysis affects gene expression in brown adipocytes. Thus, global or adipocyte-specific deletion of ATGL or ABHD5 in mice leads to whitening of brown adipose tissue^8–11^. Furthermore, pharmacological inhibition of HSL in cultured brown and white adipocytes interferes with the ability of β-adrenergic signals to activate some brown adipocyte genes^12,13^. Other studies indicate that FAs released by intracellular lipolysis may activate peroxisome proliferator-activated receptors (PPARs) to regulate gene expression. Thus, lipolysis activates reporter gene expression driven by PPARα and PPARδ in brown adipocytes; and the effect of cardiac muscle-specific deletion of ATGL can be rescued by PPARα agonists^13,14^.

While these studies suggest a role of lipolysis in modulating gene expression, the extent to which lipolysis signals regulate transcription and the importance of this for the acute transcriptional effects of β-adrenergic signals in adipocytes is currently unknown. A major reason for this gap in our knowledge is that it only recently has become possible to activate intracellular lipolysis without simultaneously activating cAMP-activated pathways. Thus, it has not previously been possible to determine the repertoire of lipolysis-activated genes in the absence of increased cAMP.

In this work, we use ABHD5 ligands (SR-3420 and SR-4995)^15–17^ that activate ATGL-mediated lipolysis independently of receptor- and cAMP-mediated activation to provide global insight into the ability of lipolysis to activate transcription in brown adipocytes. We show that lipolysis is a powerful signal that exerts profound and acute effects on several major transcriptional programs in brown adipocytes and that lipolysis is required for full activation of the β-adrenergic gene program.

## Results

### Lipolysis is sufficient and necessary for activation of a large fraction of the β-adrenergic gene program in brown adipocytes

To investigate the importance of lipolysis for acute transcriptional regulation by β-adrenergic signals in brown adipocytes, we differentiated immortalized mouse brown preadipocytes and exposed them to the pan β-adrenergic receptor agonist isoproterenol (ISO) in the presence or absence of inhibitors of lipolysis (Fig. 1a). As previously shown for other adipocyte cell systems^16^, dual inhibition using lipase inhibitors of ATGL and HSL, completely blocks both basal and stimulated lipolysis, as determined by the level of FAs released into the medium. Furthermore, we included cells treated with the ABHD5 ligand, SR-3420, which is known to result in acute activation of ATGL, the rate-limiting step of lipolysis^16^. Mechanistically, SR-3420 specifically binds ABHD5 and stimulates lipolysis by releasing it from PLIN, thereby mimicking the effects of β-adrenergic PKA-dependent activation of ATGL^15,16,18^. Importantly, consistent with previous reports^15,16^, treatment of brown adipocytes with SR-3420 induces lipolysis to the same degree as ISO (Fig. 1b) without activating PKA, as determined by phosphorylation of HSL (Supplementary Fig. 1a). We have previously reported that EYFP-coupled to the LXXLL-containing domain of steroid co-activator 1 (SRC1) translocates to the nucleus of brown adipocytes in response to lipolysis, presumably as a result of the recruitment of the SRC1 fusion protein to nuclear receptors activated by increased levels of fatty acids in the nucleus^17^. Using this system, we can detect SRC1 accumulation in the nucleus within minutes in response to direct stimulation of lipolysis (Supplementary Fig. 1b), indicating that fatty acid levels in the nucleus are immediately increased in response to lipolysis.

**Fig. 1:**
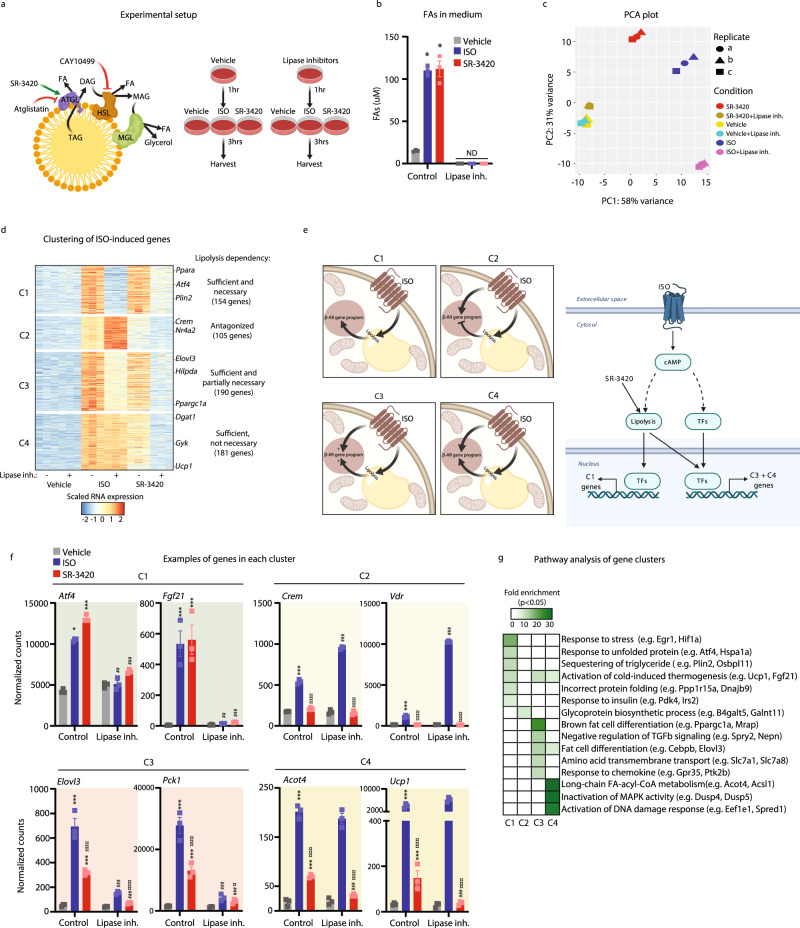
Lipolysis is sufficient and necessary for activation of a large fraction of the β-adrenergic gene program in brown adipocytes. Mouse in vitro differentiated brown adipocytes were pre-treated with 10 µM Atglistatin (ATGL inhibitor) and 20 µM CAY10499 (HSL inhibitor) for 1 h and subsequently with 100 nM isoproterenol (ISO) (blue bar) or 20 µM SR-3420 (red bar) for 3 h before harvesting. **a** Schematic overview of the experimental setup. Created with BioRender.com. **b** FA release to medium in the different conditions. *n* = 3 biologically independent experiments examined, each carried out in a technical dupli**c**ate. **c** PCA plot of RNA-seq data. **d** Heatmap of RNA-seq data with K-means clustering. Only ISO-activated (ISO vs. vehicle: Log2FC ≥ 1, FDR/Benjamini-Hochberg≤0.05) genes are shown. **e** Models indicating the role of lipolysis in transcriptional activation of genes in C1–C4 by β-adrenergic signals. C1, C3, and C4 constitute lipolysis-activated genes, however, whereas C1 genes are strictly dependent on lipolysis for activation, C3 and C4 genes can also be activated by cAMP-independent of lipolysis. Created with BioRender.com. **f** mRNA expression pattern of representative genes from C1–C4 derived from RNA-seq. *n* = 3 biologically independent experiments examined, each carried out in a technical duplicate. **g** Heatmap indicating the fold enrichment of gene pathways (FDR/Benjamini-Hochberg ≤ 0.05) in C1–C4. For all panels, error bars represent +/- SEM of 3 independent biological experiments, each carried out in technical duplicates. Statistical significance was determined by one-way ANOVA with Tukey’s multiple comparisons test for **b** and by DESeq2 using FDR/Benjamini-Hochberg correction for Fig. 1f (*p* ≤ 0.05 = *, *p* ≤ 0.01 = **, *p* ≤ 0.001 = ***). * versus Vehicle, # versus ISO or SR-3420 (without Lipase inh), ¤ versus ISO (with/without Lipase inh.).

To examine the acute effects of lipolysis on gene expression in brown adipocytes and determine the importance of lipolysis for transcriptional activation by β-adrenergic signals, we used the stimulation protocol depicted (Fig. 1a) and performed RNA-seq. Principal component analysis (PCA) shows that PC1 primarily separates the lipolysis-independent effect of ISO (resistant to the use of lipase inhibitor), whereas PC2 primarily separates the lipolysis-dependent effects on the transcriptome by ISO and SR-3420 (Fig. 1c). Based on the PCA analysis, SR-3420 treatment partly mimics ISO treatment with a substantial change in both PC1 and PC2, indicating that lipolysis regulates many of the same genes as ISO. Importantly, and consistent with the high specificity of SR-3420, lipase inhibitors almost completely block the effect of SR-3420. In total, 630 genes display a robust induction by ISO (Log2FC ≥ 1, pAdj ≤ 0.05), and 324 out of these also display a robust induction by SR-3420 (Log2FC ≥ 1, pAdj ≤ 0.05), indicating that lipolysis per se has profound and acute effects on transcription in brown adipocytes and that these effects mimic many of the acute transcriptional effects of β-adrenergic signals. K-means clustering of the 630 ISO-activated genes based on their dependency on lipolysis show four distinct clusters (Fig. 1d, e and Supplementary Data File 1). Cluster 1 (C1) represents genes where lipolysis is sufficient and necessary, i.e., the genes are activated by ISO in a highly lipolysis-dependent manner and to a similar extent by SR-3420. Intriguingly, this cluster is enriched for genes involved in biological processes related to cold-induced thermogenesis and UPR, and examples include *Pdk4*, *Atf4*, *Plin2,* and *Fgf21* (Fig. 1f, g). Genes in Cluster 3 (C3) are partially dependent on lipolysis, as their induction by ISO is only partially blocked by lipase inhibitors, and since lipolysis alone (SR-3420, no lipase inhibitor) does not activate these genes to the same extent as ISO. This indicates that lipolysis-derived signals cooperate with other ISO-stimulated signals to induce maximal expression of these genes. C3 is enriched for genes involved in fat cell differentiation and cold-induced thermogenesis, and *Pck1* and *Elovl3* are prominent examples (Fig. 1f, g). Interestingly, we also identified genes that are strongly activated by ISO and activated to a greater extent in the absence of lipolysis (Cluster 2; C2); however, the repressive effect of lipolysis is conditional since SR-3420 treatment does not affect the expression of these genes. This indicates that lipolysis dampens the ability of ISO to activate this group of genes. C2 is enriched for genes involved in protein glycosylation, but also includes genes such as *Crem* and *Vdr*, which are known to be strongly activated by cAMP signaling^19,20^. Notably, lipase inhibitors specifically increase gene programs induced by ISO/PKA, not gene programs induced by SR-3420, indicating that PKA signaling is increased by inhibition of lipolysis. Mechanisms may involve relief of FA-mediated inhibition of adenylyl cyclase^12,21,22^, thereby leading to increased levels of cAMP and potentially higher expression of PKA target genes. Finally, Cluster 4 (C4) represents genes that are activated by ISO independent of whether lipolysis is inhibited or not. Importantly, however, most of these genes are also activated by SR-3420 and this activation is blocked by lipase inhibitors, indicating that lipolysis and cAMP-activated pathways can activate these genes independently. Thus, lipolytic products are sufficient, but not necessary for the induction of the ISO-activated genes in C4. This cluster is enriched for genes involved in lipid metabolism, exemplified by *Acot4* and *Ucp1* (Fig. 1f, g). In summary, C1, C3, and C4 constitute lipolysis-activated genes, however, whereas C1 genes are strictly dependent on lipolysis for activation, C3 and C4 genes can also be activated by ISO independent of lipolysis (Fig. 1e).

As a complementary approach to pharmacological lipase inhibitors, we generated a brown adipocyte cell line with a stable knockdown of ABHD5, which upon doxycycline treatment re-established the expression of ABHD5 (Supplementary Fig. 1c). Consistent with ABHD5 being necessary for the activation of ATGL, the expression of ABHD5 (+Dox) significantly induces FA to release into the medium (Supplementary Fig. 1d). Clustering of genes relative to their regulation by ISO administration and ABHD5 expression revealed a group of genes strictly dependent on ABHD5 for induction by SR-3420 and ISO (Supplementary Fig. 1e, f, C3 and Supplementary Table 1). Similar to the genes activated by ISO in a highly lipolysis-dependent manner in Fig. 1d; C1+C3, this cluster of genes are enriched for genes related to lipid metabolism and thermogenesis, including *Pdk4* and *Plin2*, (Supplementary Fig. 1g, h).

Taken together, these results show that lipolysis has acute and profound effects on the brown adipocyte transcriptome. Lipolysis is sufficient for acute activation of major gene programs and required for transcriptional regulation of a wide range of genes activated by β-adrenergic signals in brown adipocytes.

### Lipolysis activates gene expression independent of fatty acid activation or oxidation

Although glycerol and mono- and di-acylglycerides can also be considered lipolytic products, the main product of lipolysis is FAs. 

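The experiment was done in brown adipocytes differentiated in culture for 7 days from BAT-LgT cells, a mouse brown preadipocyte line made immortal by the large T antigen of SV40. The cells were pre-treated for 1 h with vehicle, 5 µM triacsin C or 50 µM etomoxir, and were then cultured for 3 h with or without SR-3420 before RNA-seq. SR-3420 is a synthetic ligand of ABHD5, the protein that activates the lipase ATGL, and triggers lipolysis without a β-adrenergic agonist. Its dose is 20 µM in the paper and 10 µM in the sample labels. There were 16 samples in 6 groups, with 2 samples each for vehicle and SR-3420 alone and 3 samples each for triacsin C, triacsin C with SR-3420, etomoxir, and etomoxir with SR-3420. A replicate 1 of vehicle and a replicate 2 of SR-3420 alone were not analysed here. The authors aligned the reads to the mouse genome build mm9 with STAR, kept a single read per position and read length, counted the reads on each gene with iRNA-seq, and deposited these counts for 20295 genes without normalization. The counts per sample summed to 10097582 and 14032494 for vehicle and to 15667121 and 19156037 for SR-3420. They ranged from 9452861 to 15818919 for triacsin C (median 13164376), from 10659704 to 16265789 for triacsin C with SR-3420 (median 12043744), from 10993504 to 14993463 for etomoxir (median 11813662), and from 13173278 to 25670624 for etomoxir with SR-3420 (median 16512525). No pair of replicates held identical values, and the counts of replicates differed by 4.53 to 165 times what sampling noise alone gives (chi-square statistic per degree of freedom, 14 pairs). Differential expression was tested on the deposited counts with edgeR's quasi-likelihood test after TMM normalization, in 1 model over the 6 groups, for the 12786 genes that passed edgeR's filter on low counts. Because vehicle and SR-3420 alone have 2 samples each, this model takes the spread between replicates from all 16 samples. Among the choices that move the numbers of genes are this sharing of the spread and whether the replicate number enters the model as a block. Samples with the same replicate number deviated together from their group means, with a mean correlation across genes of 0.41 over 35 same-numbered pairs of samples against -0.20 over 71 pairs with different numbers. Because deviations cancel within each group, a positive mean for same numbers largely forces a negative one for different numbers. Replicates 1 and 2 often deviated together as well, as for vehicle replicate 2 and etomoxir replicate 1 (correlation 0.74). Triacsin C replicate 1 did not (-0.33 with vehicle replicate 2). The pattern thus mainly sets replicate 3 apart. Results are therefore given both without and with the replicate number as a block.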

To investigate whether activation or oxidation of FAs is required for the transcriptional effects of lipolysis, we blocked the activation of FAs using triacsin C, an inhibitor of long-chain fatty acid-CoA synthases (ACSLs), or the oxidation of FA using etomoxir, an inhibitor of carnitine palmitoyl transferase 1 (CPT1), which catalyzes the rate-limiting step for entry of activated fatty acids into the mitochondria, and thereby fatty acid oxidation (Fig. 2a). Triacsin C markedly elevates basal release of FA into the medium, whereas etomoxir has no effect (Fig. 2b), indicating that β-oxidation is not very active under unstimulated conditions. As expected, and consistent with the blockade of fatty acid metabolism, both etomoxir and triacsin C modestly increase the release of FAs in response to SR-3420 stimulation (Fig. 2b). Interestingly, the induction of most lipolysis-activated genes by SR-3420 (e.g., *Pdk4* and *Plin2*) is not compromised by the inhibitors (Fig. 2c, d). 

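Of the 299 genes activated by SR-3420 alone (log2FC of at least 1 and adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 207 (69.2%) passed the same thresholds for triacsin C with SR-3420 against triacsin C, and 253 (84.6%) did for etomoxir with SR-3420 against etomoxir. Of these genes, 198 passed the thresholds with each of the inhibitors, and 37 (12.4%) passed them with neither inhibitor. The log2FC was above 0 for 292 of the genes with triacsin C and for 297 with etomoxir. The median log2FC was 1.43 for SR-3420 alone, 1.32 with triacsin C and 1.44 with etomoxir. The fits that each left out 1 sample of the compared groups gave 192 to 219 genes with triacsin C and 230 to 261 genes with etomoxir. With the replicate number as a block there were 377 activated genes, of which 237 (62.9%) were induced with triacsin C and 295 (78.2%) with etomoxir. In that fit, 68 (18.0%) were induced with neither inhibitor. The setting that moved these numbers most fitted only the groups of each comparison, in which case 45 genes were activated by SR-3420, 39 of them with triacsin C and 43 with etomoxir.
The gene Pdk4 (RefSeq NM_013743) lies on chromosome 6 of mm9 from 5433351 to 5446278, on the minus strand, and encodes pyruvate dehydrogenase kinase 4; its longest coding transcript has 11 exons in the annotation of this build. Counts normalized by DESeq2's size factors were 1409 ± 10.2 (SD, n = 2) for vehicle and 6653 ± 1176 (SD, n = 2) for SR-3420. With triacsin C they rose from 3106 ± 118 to 7179 ± 538 (SD, n = 3 each), and with etomoxir from 2122 ± 366 to 6454 ± 1454 (SD, n = 3 each). Its log2FC was 2.25 (standard error 0.21) for SR-3420 alone, 1.19 (standard error 0.17) with triacsin C and 1.61 (standard error 0.17) with etomoxir, with adjusted p-values of 4.28e-05, 0.000124 and 3.05e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the block these adjusted p-values were 3.72e-06, 1.26e-05 and 1.88e-06. The level reached with SR-3420 did not differ detectably between triacsin C and no inhibitor (log2FC of 0.10, standard error 0.18, adjusted p = 0.791 from edgeR's quasi-likelihood test, 0.614 with the block). The difference between the responses to SR-3420 with and without triacsin C was -1.07 on the log2 scale (standard error 0.26, adjusted p = 0.0486 from the same test, 0.0136 with the block), and had an adjusted p-value above 0.05 in each of the 6 fits that left out 1 sample with triacsin C.
The gene Plin2 (NM_007408), on chromosome 4 from 86302469 to 86315963 on the minus strand, encodes the lipid droplet protein perilipin 2 and has 8 exons. Its normalized counts were 5710.3 ± 1546 for vehicle and 24296 ± 5108 for SR-3420 (SD, n = 2 each), 9825 ± 1271 for triacsin C and 23432 ± 3067 with SR-3420 added, and 6587 ± 1384 for etomoxir and 17658 ± 2434 with SR-3420 added (SD, n = 3 each). The log2FC of Plin2 was 2.10 (standard error 0.26) for SR-3420 alone, 1.23 (standard error 0.21) with triacsin C and 1.43 (standard error 0.21) with etomoxir, with adjusted p-values of 0.000421, 0.000494 and 0.000337 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the block these were 1.20e-06, 2.43e-06 and 1.06e-06. The difference between the responses of Plin2 with and without triacsin C was -0.87 on the log2 scale (standard error 0.32), with an adjusted p-value of 0.181 without the block and 0.0135 with it in the same test. Its level with etomoxir and SR-3420 was lower than with SR-3420 alone by a log2FC of -0.47 (standard error 0.23), which had an adjusted p-value of 0.506 without the block and 0.0353 with it in the same test. No gene of the deposited table overlaps Pdk4 or Plin2.

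**Figure D1:**
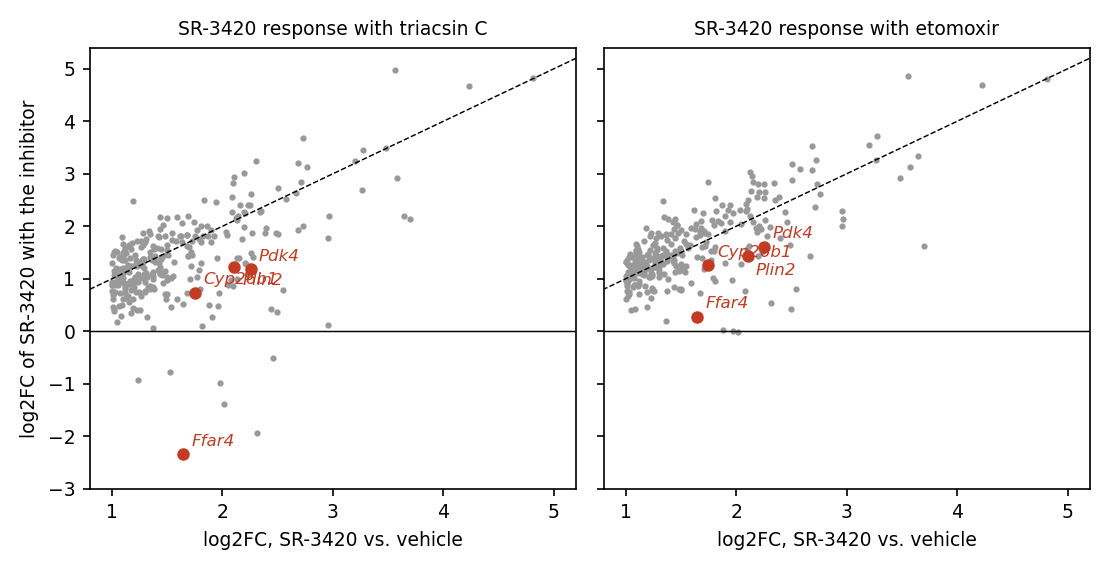
Response of the 299 lipolysis-activated genes to SR-3420 with triacsin C (left) or etomoxir (right), as edgeR's log2FC on the vertical axis, against the log2FC of SR-3420 alone on the horizontal axis. Each point is a gene, the dashed line marks equal responses, and the genes named in Fig. 2d are in red; Ffar4 lies below 0 with triacsin C.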

In fact, these “lipolysis-activated, FA activation-independent” genes are modestly elevated by triacsin C alone, consistent with the ability of this inhibitor to increase FAs levels in the medium (Fig. 2b), and the notion that FAs are the main mediators of the transcriptional response to lipolysis. 

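Triacsin C alone against vehicle gave a log2FC above 0 for 284 of the lipolysis-activated genes, with a median of 0.51 and quartiles of 0.29 and 0.88. The adjusted p-value was under 0.05 and the log2FC above 0 for 76 of these genes (25.4%) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, and for 117 genes when the adjustment was over the list alone. The fits that each left out 1 triacsin C sample raised 53 to 58 genes. The log2FC was at least 1 for 57 genes, and 1 gene was lowered at the same adjusted threshold. With the replicate number as a block, 162 (43.0%) of the genes then activated were raised, and their median log2FC was 0.51 as well. K-means clustering of the lipolysis-activated genes placed 287 in a cluster that kept its induction with triacsin C, the FA activation-independent cluster; 276 of these had a log2FC above 0 with triacsin C alone and 72 were raised past the threshold. Relative to the vehicle mean, the median log2 expression of the lipolysis-activated genes was 0.51 ± 0.07 (SD, n = 3) with triacsin C alone and 0.06 ± 0.18 (SD, n = 3) with etomoxir alone, where the spread between vehicle samples was 0.17 (SD, n = 2). The mean log2 expression of the list was higher in each of the 3 triacsin C samples than in both vehicle samples (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 2 allow; 0.15 after Benjamini-Hochberg adjustment over 30 such tests). For etomoxir against vehicle the same exact test gave p = 0.5 (0.536 adjusted). Because the list was chosen with the same vehicle samples, a pair of other lists was used. The C1, C3 and C4 genes of Supplementary Data 1, taken from another experiment of the paper, had a median log2FC of 0.30 (quartiles -0.13 and 0.61) over the 501 genes tested, of which 77 were raised and 36 lowered at the adjusted threshold, and the 556 genes induced by SR-3420 with etomoxir, a comparison without vehicle samples, had a median of 0.39. Leaving out 1 sample at a time moved the median of the lipolysis-activated genes between 0.42 and 0.62. Among single genes, Pdk4 had a log2FC of 1.16 with triacsin C alone (standard error 0.19, adjusted p = 0.00125 from edgeR's quasi-likelihood test, 0.000179 with the block). Plin2 had a log2FC of 0.80 (standard error 0.23, adjusted p = 0.0394 from the same test, 0.00116 with the block), and was not past 0.05 in any of the 3 fits that left out 1 triacsin C sample.

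**Figure D2:**
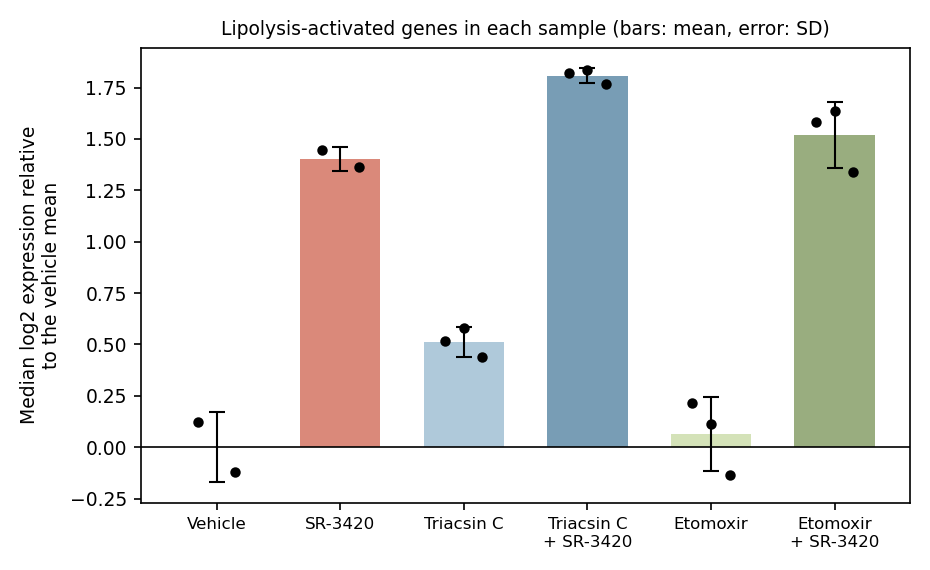
Median log2 expression of the 299 lipolysis-activated genes in each sample, relative to the mean of the 2 vehicle samples, by treatment group. Points are samples, bars the group means and error bars the SD; the 3 triacsin C samples average 0.51 and the 3 etomoxir samples 0.06.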

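Triacsin C with SR-3420 against SR-3420 alone lowered 10 of the lipolysis-activated genes (3.34%; log2FC below 0 and adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and raised 52. Etomoxir with SR-3420 lowered and raised 0 of them at that threshold, with 16 lower at an unadjusted p under 0.05. In the fit with the replicate number as a block, 23 of the genes then activated were lower with triacsin C, 24 with etomoxir and 30 (7.96%) with either, while 150 were higher with triacsin C and 32 with etomoxir. A test of the difference between the responses to SR-3420 found 17 genes of the list with a weaker and 1 with a stronger response with triacsin C, and 0 in either direction with etomoxir. With the block, 50 were weaker and 2 stronger with triacsin C and 2 weaker with etomoxir. The lists were chosen with the same SR-3420 samples, and for the responses the same vehicle samples, which favours lower and weaker calls. Among the C1, C3 and C4 genes, chosen in another experiment, 28 responses were weaker and 5 stronger with triacsin C. Of those genes, 47 were lower and 30 higher with triacsin C and SR-3420 than with SR-3420 alone. In k-means clustering with 2 clusters, 12 genes formed the cluster that fell with triacsin C, Ffar4 among them, while Cyp26b1 was placed in the other cluster. Clustering linear instead of log2 normalized counts put 70 genes in the dependent cluster.
The gene Ffar4 (NM_181748; O3far1 in the annotation) encodes the fatty acid receptor GPR120 and lies on chromosome 19 from 38171569 to 38188753 on the plus strand of mm9, with 3 exons; no other gene of the table overlaps it. Its normalized counts were 529 ± 73.6 for vehicle and 1639 ± 407 for SR-3420 (SD, n = 2 each). With triacsin C they fell from 988 ± 191 to 198 ± 18.3 when SR-3420 was added, and with etomoxir they were 390.1 ± 60.8 without and 472 ± 229 with SR-3420 (SD, n = 3 each). The log2FC of SR-3420 was 1.65 (standard error 0.37, adjusted p = 0.0177) alone and -2.34 (standard error 0.32, adjusted p = 0.000103) with triacsin C, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With etomoxir it was 0.28 (standard error 0.30, adjusted p = 0.547 from the same test). With the block these adjusted p-values were 0.0104, 1.65e-05 and 0.462. Between triacsin C with SR-3420 and SR-3420 alone the log2FC was -3.06 (standard error 0.34, adjusted p = 0.000604 from edgeR, 0.000114 with the block). Between etomoxir with SR-3420 and SR-3420 alone it was -1.81 (standard error 0.33), with an adjusted p-value of 0.141 from edgeR without the block and 0.0198 with it.
The gene Cyp26b1 (NM_001177713), which encodes a retinoic acid hydroxylase, lies on chromosome 6 from 84521408 to 84543902 on the minus strand and has 6 exons. Its normalized counts were 71.5 ± 2.99 for vehicle and 238 ± 73.2 for SR-3420 (SD, n = 2 each), 88.1 ± 6.46 and 149 ± 17.8 for triacsin C without and with SR-3420, and 127 ± 9.60 and 304 ± 46.6 for etomoxir without and with SR-3420 (SD, n = 3 each). Its deposited counts were low, between 54 and 619 per sample. The log2FC of SR-3420 was 1.75 (standard error 0.23) alone, 0.74 (standard error 0.19) with triacsin C and 1.26 (standard error 0.18) with etomoxir, with adjusted p-values of 0.000639, 0.00728 and 0.000303 from edgeR, and of 3.31e-05, 0.000622 and 5.64e-06 with the block. Triacsin C with SR-3420 was lower than SR-3420 alone by a log2FC of -0.70 (standard error 0.20), with an adjusted p-value of 0.064 from edgeR without the block and 0.00645 with it. Etomoxir with SR-3420 was not lower, at a log2FC of 0.34 (standard error 0.20, adjusted p = 0.525 from edgeR, 0.0941 with the block).

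**Figure D3:**
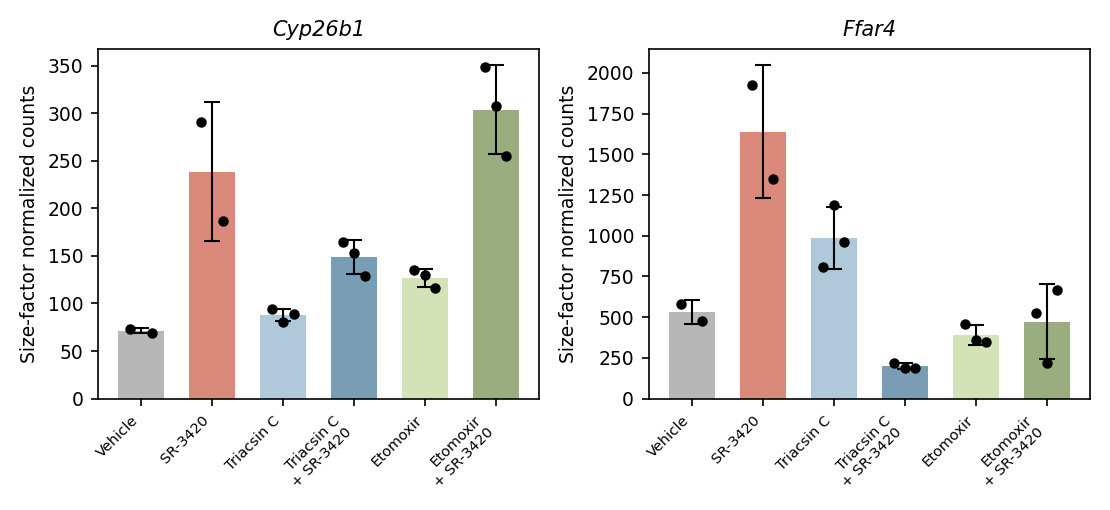
Counts of Cyp26b1 (left) and Ffar4 (right) normalized by DESeq2's size factors, in each treatment group. Points are samples, bars the group means and error bars the SD; Ffar4 averages 988 with triacsin C and 198 with triacsin C and SR-3420.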

Only a minor fraction of the lipolysis-activated genes (e.g., *Cyp26b1* and *Ffar4*) are dependent on acyl-CoA synthesis or FA oxidation (i.e., they are repressed by triacsin C or etomoxir treatment) (Fig. 2c, d).

**Fig. 2:**
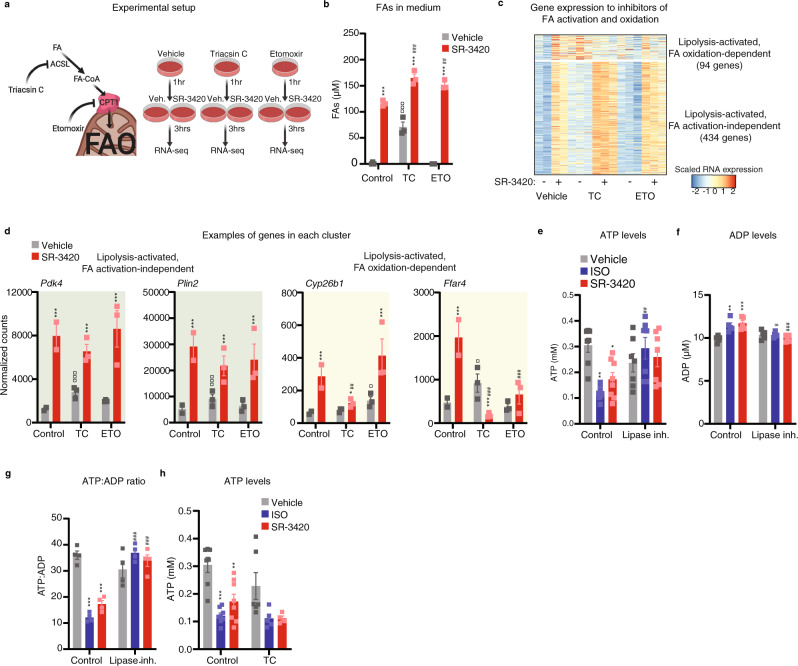
Lipolysis activates gene expression independent of fatty acid activation or oxidation. Mouse in vitro differentiated brown adipocytes were pre-treated with 5 µM triacsin C (TC; ACSL inhibitor) or 50 µM etomoxir (ETO; CPT1A inhibitor) for 1 h and subsequently with 20 µM SR-3420 (red bar) for 3 h before harvest. **a** Schematic overview of the experimental setup. Created with BioRender.com. **b** Effect of triacsin C (TC) or etomoxir (ETO) on FA release. *n* = 3 biologically independent experiments examined, each carried out in a technical duplicate. **c** Heatmap of RNA-seq data with K-means clustering. Only genes activated by SR-3420 (SR-3420 vs. vehicle Log2FC ≥ 1, pAdj < 0.05) are indicated. *n* = 2–3 biologically independent experiments examined, each carried out in a technical duplicate. **d** mRNA expression pattern of representative lipolysis-activated, FA activation-independent, and FA oxidation-dependent genes derived from RNA-seq. *n* = 2–3 biologically independent experiments examined, each carried out in a technical duplicate. **e** Intracellular ATP levels in mouse in vitro differentiated brown adipocytes pre-treated with 10 µM Atglistatin (ATGL inhibitor) and 20 µM CAY10499 (HSL inhibitor) for 1 h and subsequently stimulated with 100 nM isoproterenol (ISO) or 20 µM SR-3420 for 1 h before harvest. *n* = 7-8 biologically independent experiments examined. **f** Intracellular ADP levels in mouse in vitro differentiated brown adipocytes pre-treated with 10 µM Atglistatin (ATGL inhibitor) and 20 µM CAY10499 (HSL inhibitor) for 1 h and subsequently stimulated with 100 nM isoproterenol (ISO) or 20 µM SR-3420 for 1 h before harvest. *n* = 5 biologically independent experiments examined. **g** Intracellular ATP: ADP ratio in mouse in vitro differentiated brown adipocytes pre-treated with 10 µM Atglistatin (ATGL inhibitor) and 20 µM CAY10499 (HSL inhibitor) for 1 h and subsequently stimulated with 100 nM isoproterenol (ISO) or 20 µM SR-3420 for 1 h before harvest. *n* = 4 biologically independent experiments examined. **h** Intracellular ATP levels in mouse in vitro differentiated brown adipocytes pre-treated with 5 µM triacsin C for 1 h and subsequently stimulated with 100 nM isoproterenol (ISO) or 20 µM SR-3420 for 1 h before harvest. *n* = 4–5 biologically independent experiments examined. For all panels, error bars represent ± SEM of 2–7 independent biological experiments, each carried out in technical duplicates. Statistical significance was determined by one-way ANOVA with Tukey’s multiple comparisons test for **b**, **h** and by DESeq2 using FDR/Benjamini–Hochberg correction for **d** (*p* ≤ 0.05 = *, *p* ≤ 0.01 = **, *p* ≤ 0.001 = ***). * versus Vehicle/Control, # versus SR-3420/Control, ¤ versus Vehicle/Control.

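At these thresholds the deposited counts gave, beside the activated genes, 131 genes lowered by SR-3420 (log2FC of at most -1), 260 with the replicate number as a block. DESeq2's Wald test gave 342 activated genes and shared 286 with edgeR, whose fits without and with the block shared 277. The largest rises among genes with a mean normalized count of at least 50 and no overlap between the groups were those of Areg, Ch25h, Fgf21, Atf3 and Hspa1a, with log2FC of 4.81, 4.23, 3.70, 3.64 and 3.58. Fgf21 had 6 and 12 deposited counts with vehicle, so its rise starts from a low level. Of the activated genes, 114 are listed in C1, C3 or C4 of Supplementary Data 1. In the cluster that fell with triacsin C, the centre in scaled log2 expression was 1.63 for SR-3420 alone, -0.43 for triacsin C with SR-3420 and 0.28 for etomoxir with SR-3420. The centre of the other cluster was 0.61, 1.11 and 0.76 in these groups. Dividing the genes into 4 clusters and merging them gave clusters of 11 and 288 genes.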

Previous reports^23,24^ have shown that β-adrenergic stimulation leads to a decrease in ATP levels by mechanisms that may involve inhibition of ATP synthesis by FAs^25^ and/or consumption of ATP for FA-CoA esterification^23,26^. Consistent with these reports, ISO treatment leads to a lipolysis-dependent decrease in ATP levels (Fig. 2e) and an increase in the ADP levels (Fig. 2f). Furthermore, direct lipolytic stimulation reduces ATP levels and increases ADP levels to the same degree as ISO (Fig. 2e–g). The finding that the lipolysis-induced decrease in ATP levels is not blocked by triacsin C (Fig. 2h), suggests that the decrease in ATP is primarily caused by FA-dependent inhibition of ATP synthesis. Taken together, these results indicate that lipolysis signals to the genome by mechanisms that are largely independent of FA oxidation and acyl-CoA synthesis but which might involve reduced ATP levels.

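Over all genes tested, the response to SR-3420 differed between triacsin C and no inhibitor for 321 genes (158 higher and 163 lower, adjusted p-value under 0.05 from edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment). It differed between etomoxir and no inhibitor for 0 genes, with 307 at an unadjusted p under 0.05. With the replicate number as a block these numbers were 1669 and 3, and all of the 321 genes were among the 1669. The number for triacsin C moved when samples were left out. Fits that each left out 1 sample with triacsin C gave 140 to 179 genes without the block, a fall whichever sample was left out. This fall cannot be told apart from the loss of a replicate. With the block such fits gave 533 to 4842 genes, the highest without triacsin C replicate 1. Of the 321 genes, 18 are lipolysis-activated. SR-3420 changed 430 genes at a log2FC of at least 1 in size without inhibitor, 1893 with triacsin C and 1136 with etomoxir, the latter numbers from 3 samples per group instead of 2; with the block they were 637, 2078 and 1296. Triacsin C alone changed 705 genes and etomoxir alone 3, and with the block 855 and 3. From the kept induction of most lipolysis-activated genes when acyl-CoA synthesis or FA oxidation is blocked, taken together with the ATP measurements, which were not analysed here, the paper infers that lipolysis signals to the genome largely without either process. It relates the rise of these genes with triacsin C alone to the FAs that this inhibitor adds to the medium (Fig. 2b), and leaves open whether reduced ATP levels take part in the signal.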

### Lipolysis induces transcription by PPAR-dependent as well as -independent mechanisms

Induction of lipolysis has previously been shown to increase the expression of selected genes linked to lipid metabolism in brown adipocytes through members of the PPAR family^13^; however, the overall contribution of PPAR signaling to the lipolysis-activated transcriptional reprogramming is unknown. In addition to PPARγ, which is the master regulator of adipogenesis and the main PPAR subtype in all adipocytes, brown adipocytes express high levels of PPARα^27^. PPARα and PPARγ have traditionally been viewed as activators of opposing metabolic fates of fatty acids, oxidation versus storage^28^; however, it has been shown that the two PPAR subtypes bind to many of the same target enhancers in brown adipocytes^27^. Consistent with overlapping functions of PPARγ and -α in adipocytes and a dominant role of PPARγ, recent reports suggest that PPARγ, but not PPARα, is necessary for the thermogenic function of brown adipocytes in vivo^27,29^.

To investigate the role of PPARs in lipolysis-activated activation of gene expression in brown adipocytes, we performed siRNA-mediated knockdown of PPARγ and PPARα in mature brown adipocytes and applied RNA-seq to assess to what extent lipolysis-induced activation of genes in Cluster 1, 3 and 4 (Fig. 1d) is dependent on PPARs (Fig. 3a). PPARα and PPARγ knockdown resulted in ∼60% and ∼90% knockdown of *Ppara* and *Pparg*, respectively (Fig. 3b and Supplementary Fig. 2a). PPARα knockdown had minimal effect on lipolysis-activated gene expression (C1 + C3 + C4 genes) (Supplementary Fig. 2b); however, in line with previous work^30,31^, PPARγ knockdown reduced the expression of a large number of adipocyte genes in unstimulated cells (Fig. 3b), an effect that could lead to an overestimation of the number of PPAR-dependent genes. Notably, PPARγ knockdown resulted in ∼60% knockdown of *Ppara* (Fig. 3b), consistent with previous reports indicating that expression of *Ppara* is dependent on PPARγ^29^. Thus, PPARγ-knockdown in these adipocytes is functionally equivalent to double-knockdown of PPARα and PPARγ. Importantly, this transient knockdown of PPARγ/α does not significantly affect lipid content in the short time frame of the experiment (Fig. 3c).

**Fig. 3:**
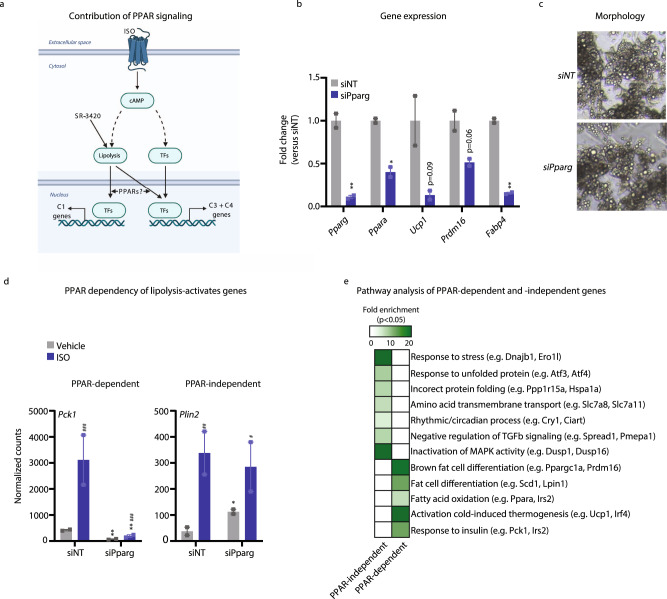
Lipolysis-activated genes are induced by ISO by PPAR-dependent as well as -independent mechanisms. Mouse in vitro differentiated brown adipocytes were treated with siRNA against *Pparg*, *Ppara,* or *NT* (negative control) for 3 days and subsequently with 100 nM isoproterenol (ISO) for 3 h before harvest. **a** Model indicating the potential role of PPARs in the transcriptional activation of genes in C1, C3 and C4 by β-adrenergic signals. Created with BioRender.com. **b** mRNA expression of adipocyte genes with or without *Pparg* knockdown in mature brown adipocytes quantified using qPCR. *n* = 2 biologically independent experiments examined, each carried out in a technical duplicate. **c** Micrograph of mature brown adipocytes with or without *Pparg* knockdown. Pictures are representative of *n* = 2 biologically independent experiments examined. Scale bar denotes 10 µM. **d** mRNA expression pattern of representative PPAR-dependent and -independent genes derived from RNA-seq after stimulation with 100 nM ISO for 3 h. *n* = 2 biologically independent experiments examined, each carried out in technical duplicates. **e** Pathways significantly enriched (FDR < 0.05) among PPAR-dependent and -independent genes in mouse-brown adipocytes stimulated with 100 nM ISO for 3 h. For all panels, error bars represent ±SEM of 2 independent biological experiments. Statistical significance was determined by DESeq2 using FDR/Benjamini-Hochberg correction for **b**, **c** (*p* ≤ 0.05 = *, *p* ≤ 0.01 = **, *p* ≤ 0.001 = ***). * versus siNT, # versus Vehicle.

Notably, PPARγ/α knockdown suppressed the ability of β-adrenergic signals to activate 233 (45%) of the 525 genes from C1 + C3 + C4. This indicates that PPARs are important mediators of the transcriptional effects of ISO and lipolysis, extending far beyond the few genes previously reported to be regulated by ISO through PPAR-dependent mechanisms^13,14^. Intriguingly, however, the majority of lipolysis-activated genes (292; 55%) of the 525 genes from C1 + C3 + C4) are not affected by the PPARγ/α knockdown (Fig. 3d). Pathway analysis of the 233 PPAR-dependent and the 292 PPAR-independent lipolysis-activated genes showed that PPARγ/α preferentially mediate the effects of lipolysis on metabolic genes, whereas activation of UPR and circadian clock genes by lipolysis is independent of PPARs (Fig. 3e).

Taken together, these findings show that while PPARs constitute key downstream mediators of transcriptional activation in response to ISO, more than half of the lipolysis-activated genes are activated by PPAR-independent mechanisms.

### Inferring PPAR-independent mechanisms by machine-learning-based interrogation of enhancer activity and transcriptome

To make an unbiased prediction of the PPAR-independent mechanisms by which lipolysis regulates transcription in brown adipocytes, we took advantage of our recently developed bioinformatic tool *Integrated analysis of Motif Activity and Gene Expression change of transcription factors* (IMAGE). This tool uses a two-stage machine-learning strategy to comprehensively predict the contribution of transcription factor motifs to the observed changes in gene expression based on genome-wide profiles of enhancer activity and gene expression^32^. The output from IMAGE is a ‘motif activity score’ for each transcription factor motif, indicating the relative contribution of the transcription factor motif to enhancer activity and gene expression under the given condition. Since the contribution of a motif to enhancer activity reflects the activity of the transcription factor(s) binding to the particular motif under the given conditions, these analyses can be used to infer the activities of all transcription factors expressed in the cell population. We have shown that this approach accurately predicts causal transcription factors^32,33^. Notably, by using a machine-learning approach we can use the sequence information in all active enhancers rather than focusing only on motifs enriched in enhancers near PPAR-independent genes. This is important because genes are regulated by many different transcription factors and signaling networks, meaning that many genes may be regulated by both PPAR-dependent as well as several PPAR-independent mechanisms.

IMAGE infers causal transcription factors based on RNA-seq and genome-wide maps of enhancer activity. As inputs into the IMAGE analysis, we performed transposase accessible chromatin sequencing (ATAC-seq) to define enhancer position and map chromatin accessibility^34^, and H3K27 acetylation chromatin immunoprecipitation (ChIP)-seq profiles to assess enhancer activity^35,36^. Mapping of chromatin accessibility by ATAC-seq in brown adipocytes stimulated or not with ISO or SR-3420 identified 13,003 robust putative enhancers (i.e., accessible regions, not overlapping (±500 bp) with annotated promoters). The ATAC-seq profiles are overall very similar in unstimulated and stimulated brown adipocytes despite substantial changes in the transcriptomes (Supplementary Fig. 3a). Nevertheless, genome-wide mapping of H3K27ac marks indicated that the activity of 28% of brown adipocyte enhancers (3725 of 13,003) is dynamically regulated in response to ISO or SR-3420 (Log2FC > 0.5 or Log2FC < -0.5) (1684 SR-3420-selective, 827 ISO-selective and 1214 common) (Fig. 4a and Supplementary Fig. 3b). Thus, consistent with the major changes in gene expression, induction of lipolysis leads to acute activation of many enhancers; however, this activation appears to involve primarily activation of pre-established enhancers.

**Fig. 4:**
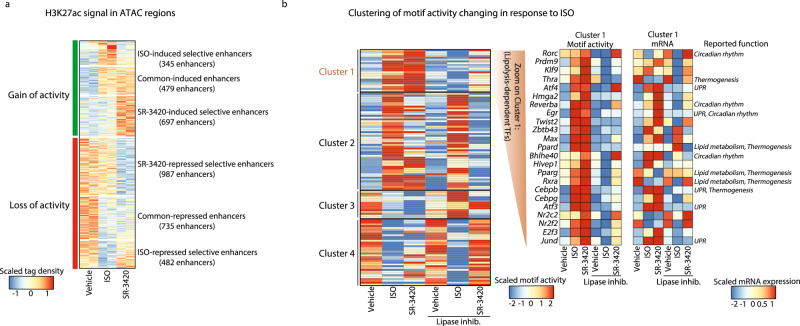
Machine-learning strategy infers transcription factors mediating the transcriptional effects of ISO and lipolysis. Mouse in vitro differentiated brown adipocytes were pre-treated with 10 µM Atglistatin (ATGL inhibitor) and 20 µM CAY10499 (HSL inhibitor) for 1 h and subsequently with 100 nM isoproterenol (ISO) or 20 µM SR-3420 for 3 h before harvesting for ChIP and ATAC. **a** Heatmap of H3K27ac levels in ATAC regions (ISO vs. vehicle and SR-3420 vs. vehicle: Log2FC ≥ 0.5 or Log2FC  ≤−0.5) of mouse-brown adipocytes stimulated ISO or SR-3420 for 3 h before harvest. The results are 2 independent biological experiments. **b** K-means clustering of motif activity (calculated using IMAGE) of 127 transcription factor motifs, mRNA levels, and reported function of the 23 lipolysis-dependent transcription factor motifs in mouse-brown adipocytes.

IMAGE predicted that 617 transcription factor motifs contribute to enhancer activity in brown adipocytes under the given conditions. Of these, 127 transcription factor motifs are scored as high-to-medium confidence causal regulators of the transcriptional changes in response to ISO (Supplementary Data File 2). K-means clustering of these 127 high-to-medium confidence transcription factor motifs involved in the response to ISO based on their motif activity pattern revealed at least 4 distinct clusters (Fig. 4b; left heatmap). Cluster 2 contains many motifs that are primarily activated by ISO in a lipolysis-independent manner and that are not activated by SR-3420. These include known motifs of transcription factors known to be activated by cAMP and to be involved in thermogenesis, like CREM^37^, CREBL2^38^, and NOR1/NR4A3^13,39^. By contrast, Cluster 1 (23 motifs) stands out as a cluster where the activity of all motifs is highly lipolysis-dependent, i.e., the contribution of these motifs to enhancer activity and gene expression is strongly increased by ISO as well as SR-3420 and abolished by lipolysis inhibitors (Fig. 4b; Cluster 1 Motif activity). Reassuringly, we find the PPAR and RXR motif in Cluster 1; however, this cluster also contains several other motifs which appear to contribute significantly to lipolysis-activated gene expression. Interestingly, and consistent with the finding that ISO stimulates gene programs related to UPR and circadian rhythm in a PPAR-independent manner (Fig. 3e), many of the transcription factors binding to motifs in Cluster 1 are known to be involved in the UPR or to regulate circadian rhythm (Fig. 4b). Thus, the motif activity as well as the expression of the transcription factors ATF4, ATF3, JunD, and C/EBPβ, known to mediate the transcriptional effects of UPR^40^, are markedly increased by lipolysis and by ISO in a lipolysis-dependent manner. Similarly, the motif activity of the circadian transcription factors RORγ^41^, REV-ERBα^41^, BHLHE40^42^, and EGR^43^ are also highly activated by lipolysis and by ISO in a lipolysis-dependent manner.

Taken together, the IMAGE analysis identified several transcription factors predicted to be involved in mediating the acute effects of lipolysis in brown adipocytes treated with ISO or SR-3420. In addition to PPARs, these include many factors involved in mediating the transcriptional response to UPR and in regulating circadian rhythm.

### Lipolysis leads to UPR-mediated activation of metabolic genes

The observation that lipolysis induces genes in the UPR gene program (Fig. 1f) mainly independent of PPAR signaling (Fig. 3e) and that several UPR-activated transcriptions factors are predicted to be key mediators of the acute transcriptional activation of enhancers in response to lipolysis (Fig. 4b), prompted us to further dissect the UPR gene program. Interestingly, both SR-3420 and ISO induce the expression of 24 well-established UPR markers (Supplementary Data File 3) by approximately two-fold relative to the vehicle, and this induction is blunted by lipase inhibitors (Fig. 5a). This indicates that transcriptional effectors of UPR are activated in response to lipolysis.

**Fig. 5:**
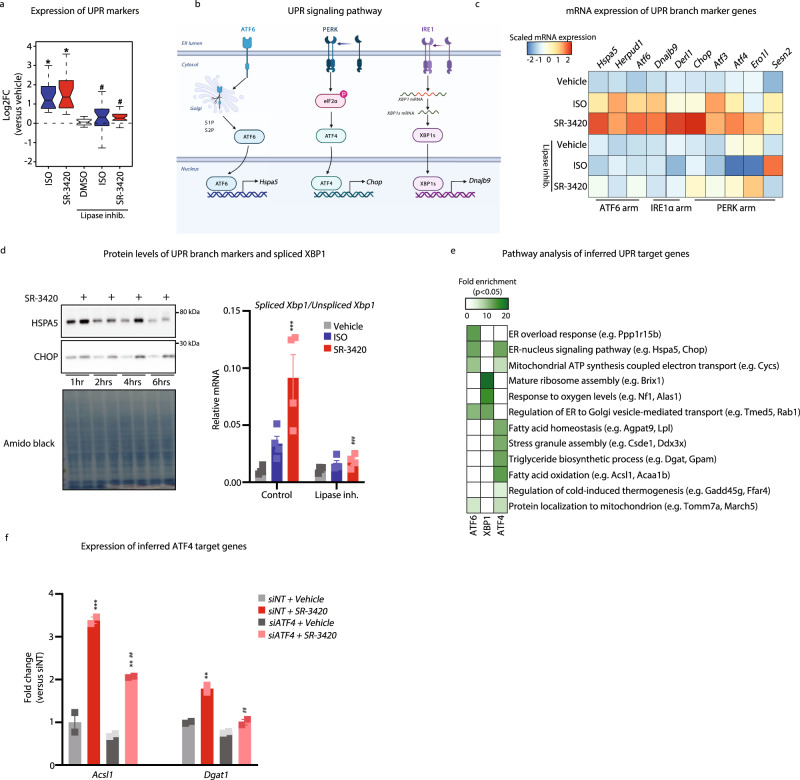
Activation of unfolded protein response by lipolysis. Mouse in vitro differentiated brown adipocytes were pre-treated with 10 µM Atglistatin (ATGL inhibitor) and 20 µM CAY10499 (HSL inhibitor) for 1 h and subsequently with 100 nM isoproterenol (ISO) (blue bar) or 20 µM SR-3420 (red bar) for 3 h before harvest. **a** Boxplot illustrating mRNA expression derived from RNA-seq, expressed as fold change activation by ISO and SR-3420 ±lipase inhibitors of 24 established UPR marker genes relative to the vehicle. Boxplots (notch, mean; box, first and third quartiles; whiskers, 1.5 times the interquartile range. *n* = 3 biologically independent experiments examined, each carried out in a technical duplicate **b** Model depicting the different UPR signaling pathways. Created with BioRender.com. **c** Heatmap indicating the mRNA expression of UPR marker genes derived from RNA-seq of the three UPR signaling branches in response to the different treatments. *n* = 3 biologically independent experiments examined, each carried out in technical duplicates. **d** Western blot showing levels of CHOP and HSPA5 in in vitro differentiated mouse-brown adipocytes stimulated with 20 µM SR-3420 for 1, 2, 4, and 6 h before harvest. Amido black is used as loading control. mRNA expression of spliced *Xbp1* / unspliced *Xbp1* derived from RT-qPCR *n* = 4 biologically independent experiments examined for RT-qPCR data and Western blots are representative of *n* = 2 biologically independent experiments examined **e** Heatmap indicating the enrichment of gene pathways (FDR < 0.05) among inferred ATF6, XBP1 or ATF4 target genes in mouse-brown adipocytes. **f** mRNA expression of inferred ATF4 targets genes quantified by qPCR of in vitro differentiated mouse-brown adipocytes with or without knockdown of *Atf4* (*siAtf4*) and subsequently stimulated with 20 µM SR-3420 for 3 h. *n* = 2 biologically independent experiments examined, each carried out in a technical duplicate For all panels, error bars represent ±SEM of 2–4 independent biological experiments, each carried out in technical duplicates. Statistical significance was determined by Wilcoxon Signed-rank test for **a** and one-way ANOVA with Tukey’s multiple comparisons test for **d**, **f** (*p* ≤ 0.05 = *, *p* ≤ 0.01 = **, *p* ≤ 0.001 = ***). * versus Vehicle/Control, # versus ISO or SR-3420 (without Lipase inh. or siNT).

In mammals, UPR activates three different stress sensors in the ER: ATF6, protein kinase R-like endoplasmic reticulum kinase (PERK) and serine/threonine-protein kinase/endoribonuclease inositol-requiring enzyme 1α (IRE1α), which each signal to distinct transcriptional mediators, ATF6, XBP1, and ATF4, respectively (Fig. 5b). Interestingly, specific target genes of all three UPR signaling branches are activated by ISO and SR-3420 in a highly lipolysis-dependent manner (Fig. 5c). Consistent with that, *Xbp1* mRNA splicing is increased by ISO and SR-3420 in a highly lipolysis-dependent manner. Furthermore, protein levels of the ATF4 target gene *Chop* and of the ATF6 target gene *Hspa5* are increased by SR-3420 (Fig. 5d). Taken together these results show that lipolysis leads to acute activation of all three UPR signaling pathways.

For each motif and associated transcription factor(s), IMAGE also accurately predicts target enhancers and target genes^32,33^. We used this feature to infer target genes for ATF6, XBP1, and ATF4 in brown adipocytes and subsequently submitted these target genes to gene ontology analysis, revealing  that the three arms are predicted to engage different gene programs (Fig. 5e). Thus, in response to lipolysis, ATF6 is predicted to primarily regulate genes involved in the ER signaling, XBP1 is predicted to regulate genes involved in ribosome assembly and response to increased oxygen levels, whereas ATF4 appears to be most directly linked to metabolism. Inferred ATF4 target genes are highly enriched for biological processes related to fatty acid oxidation, triglyceride biosynthesis, mitochondrial function, and thermogenesis (Fig. 5e). In addition, both XBP1 and ATF6 are predicted to activate *Atf4* gene expression, suggesting that ATF4 may constitute a key transcriptional link between UPR and metabolism. Consistent with this, knockdown of ATF4 compromised the ability of lipolysis to activate the expression of inferred ATF4 target genes such as *Dgat1* and *Acsl1* (Fig. 5f).

Collectively, these results show that β-adrenergic activation of brown adipocytes leads to lipolysis-dependent activation of all three UPR signaling pathways. Key transcription factors in these arms, XBP1, ATF4, and ATF6 appear to target distinct downstream pathways, where ATF4 is most closely linked to metabolism.

### Lipolysis overrides the intrinsic rhythmicity of brown adipocytes in a cell-autonomous manner

The finding that IMAGE identifies circadian transcription factors as putative regulators of enhancer activity and gene expression in response to lipolysis is particularly interesting, as it suggests a potential link between lipolysis and circadian regulation that is independent of PPARs. In line with these findings, SR-3420-stimulated lipolysis activates the expression of core clock genes (i.e., *Reverba*, *Bmal1,* and *Cry1*) (Fig. 6a).

**Fig. 6:**
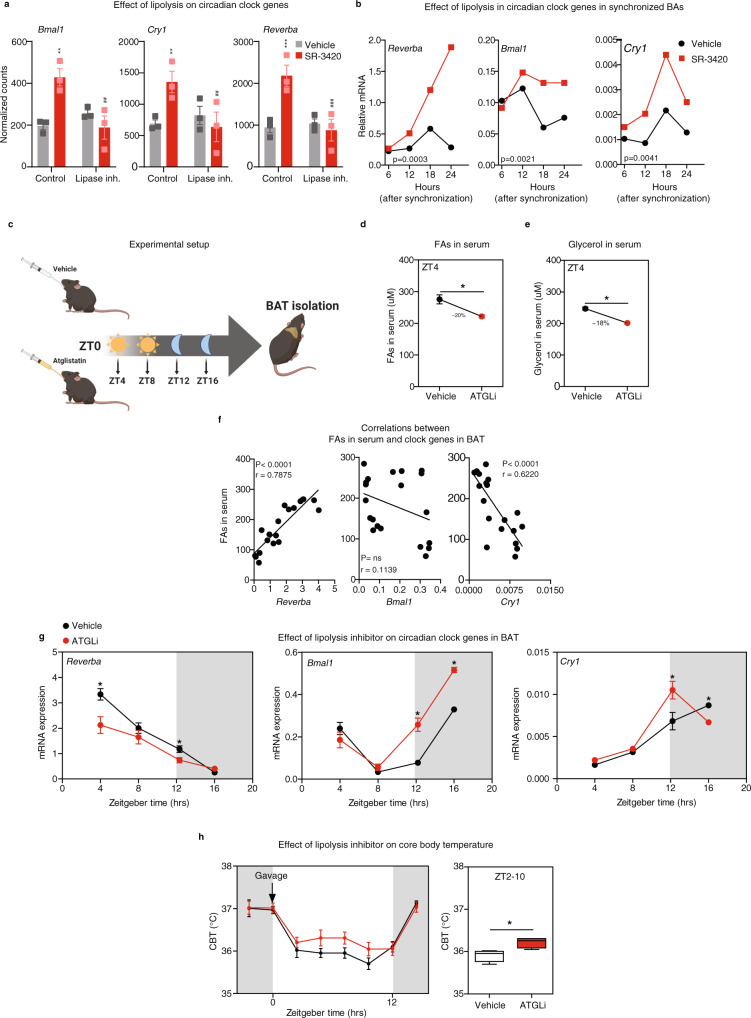
Lipolysis overrides the intrinsic rhythmicity of brown adipocytes in a cell-autonomous manner. **a** Effect of lipolysis on mRNA expression of core clock genes derived from RNA-seq in unsynchronized mouse in vitro differentiated brown adipocytes. Cells were pre-treated with 10 µM Atglistatin (ATGL inhibitor) and 20 µM CAY10499 (HSL inhibitor) for 1 h and subsequently with 20 µM SR-3420 for 3 h before harvest. *n* = 3 biologically independent experiments examined, each carried out in a technical duplicate **b** Effect of lipolysis on mRNA expression of circadian clock genes quantified by qPCR in synchronized in vitro differentiated mouse-brown adipocytes. Cells were synchronized with serum and exposed to 20 µM SR-3420 (red line) or vehicle (black line) for the indicated times. *n* = 3 biologically independent experiments examined, each carried out in a technical duplicate **c** Experimental setup for d-h. Male C57BL/6 mice (12 weeks old) received 1.5 mg Atglistatin (red) or vehicle (black) by oral gavage at ZT0 and euthanized at ZT4, ZT8, ZT12, and ZT16. Created with BioRender.com. **d** Serum FAs levels at ZT4. *n* = 5 mice per condition. **e** Serum glycerol levels at ZT4. *n* = 5 mice per condition. **f** Correlations between serum FA levels and mRNA expression of core clock genes in BAT of vehicle-treated mice at ZT4, ZT8, ZT12, and ZT16. **g** Effect of Atglistatin on mRNA expression of core clock genes quantified by qPCR in brown adipose tissue at ZT4, ZT8, ZT12, and ZT16. *n* = 5 mice per condition per timepoint. **h** Effect of Atglistatin on core body temperature from ZT0-ZT16 (left), and quantification of core body temperature in the light phase from ZT2-ZT10 (right). *n* = 6 mice per condition. For cell culture experiments results, error bars represent + /- SEM of 3 independent biological experiments, each carried out in technical duplicates. For mice experiments, error bars represent SEM of 5-6 mice per treatment each time point. Statistical significance was determined by Pearson’s correlation coefficient test for **f**, one-way ANOVA with Tukey’s multiple comparisons test for **a** and unpaired Student’s *t*-test for **d**, **e**, **g**, **h** and area under the curve analysis for **b** (*p* ≤ 0.05 = *, *p* ≤ 0.01 = **, *p* ≤ 0.001 = ***). * versus Vehicle/Control, # versus SR-3420 (without Lipase inh.).

To further explore the ability of lipolysis to regulate circadian gene expression, we serum-synchronized brown adipocytes and subsequently stimulated lipolysis with SR-3420. Interestingly, treatment with SR-3420 overrides the intrinsic rhythmicity of the core clock genes and appears to induce a new state of synchrony as evidenced by the strongly superimposed 24 h rhythmicity after SR-3420 treatment (Fig. 6b). These lipolysis-induced alterations in rhythmicity and amplitude of the core clock expression suggest that lipolytic products may play a dominant role over the normal course of oscillation.

Our in vitro results prompted us to investigate how lipolysis affects circadian gene expression in brown adipose tissue in vivo (Fig. 6c). Previous studies in mice have shown that during normal circadian regulation REV-ERBα protein levels in BAT peaks at ZT10^44^ and that maximal lipolysis precedes the peak of REV-ERBα protein expression in BAT, with FAs peaking around Zeitgeber time 6-8 (ZT6-ZT8) in BAT and serum^45^ (Supplementary Fig. 4a). Considering the findings in the present study, this pattern suggests that lipolysis might also induce *Reverba* gene expression in brown adipocytes in vivo. To investigate the effect of lipolysis on the expression of *Reverba* and other circadian genes, we treated male C57BL/6N mice with Atglistatin or vehicle by oral gavage at ZT0 (Fig. 6c). As expected, Atglistatin significantly decreases FAs and glycerol in serum of ad libitum-fed mice at ZT4 (Fig. 6d, e) indicating reduced systemic lipolysis. Notably, in control mice, the expression of *Reverba* and *Cry1* in BAT significantly correlates with FAs in serum (Fig. 6f). Moreover, Atglistatin treatment reduces *Reverbα* expression in BAT and reciprocally increases expression of *Bmal1* (Fig. 6g), whereas circadian genes in WAT and liver are not affected (Supplementary Fig. 4b). This indicates that acute manipulation of lipolysis in vivo specifically affects the circadian clock in BAT. Intriguingly and consistent with REV-ERBα being a repressor of heat production in brown adipocytes^46^, we observed a transient increase in core body temperature in the light phase after Atglistatin treatment (Fig. 6h).

Collectively, these results show that lipolysis can alter circadian patterns and change the amplitude of oscillations in brown adipose tissue in vivo and brown adipocytes in vitro. These results place signals generated by lipolysis as cell-autonomous Zeitgebers that feed into the intrinsic brown adipocyte clock to influence circadian rhythmicity.

### Lipolysis regulates overlapping gene programs in human brown adipocytes

Having established profound and acute transcriptional effects of lipolysis in mouse brown adipocytes, we asked whether lipolysis activates a similar gene program in human brown adipocytes. We, therefore, stimulated immortalized human brown adipocytes^47^ with SR-3420 for 3 h and performed RNA-seq analysis. Similar to brown adipocytes from mice, acute activation of lipolysis by SR-3420 induces the expression of a large group of genes (149 genes, Log2FC ≥ 0.7, pAdj ≤ 0.05) in human brown adipocytes (Fig. 7a). Consistent with the data from mouse brown adipocytes, lipolysis activates the expression of genes related to brown fat cell differentiation, UPR/stress, circadian rhythm, fatty acid oxidation, and thermogenesis (Fig. 7b, c). Thus, the ability of lipolysis to acutely activate these gene programs is conserved between mouse and human brown adipocytes.

**Fig. 7:**
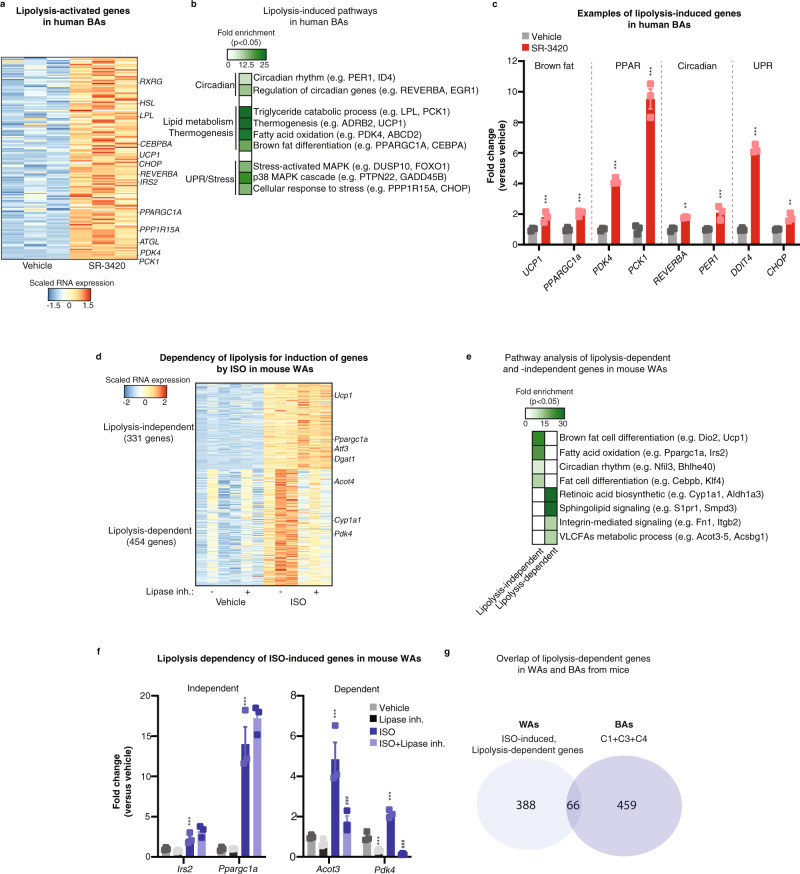
Lipolysis activates overlapping gene programs in human brown adipocytes. **a** Heatmap of RNA-seq data showing lipolysis-activated genes (Log2FC ≥ 0.7, FDR/Benjamini–Hochberg ≤ 0.05) in human in vitro differentiated brown adipocytes. Cells were stimulated with 20 µM SR-3420 or vehicle for 3 h before harvest. *n* = 3 biologically independent experiments examined, each carried out in a technical duplicate. **b** Pathways significantly enriched (FDR ≤ 0.05) among lipolysis-activated genes in **a**. **c** Examples of lipolysis-activated genes derived from RNA-seq belonging to enriched pathways in **b**. **d** Heatmap of RNA-seq data showing dependency of lipolysis for induction of genes by ISO Log2FC ≥ 1, FDR/Benjamini-Hochberg ≤0.05) in white adipocytes. Mature mouse white adipocytes were isolated from epididymal white adipose tissue and cultured in a 3D matrix for 2 days. After 2 days, cells were pre-treated with 10 µM Atglistatin (ATGL inhibitor) and 20 µM CAY10499 (HSL inhibitor) for 1 h and subsequently with 20 µM SR-3420 for 3 h before harvest. *n* = 3 biologically independent experiments examined, each carried out in a technical duplicate. **e** Pathways significantly enriched (FDR ≤ 0.05) among lipolysis-dependent and -independent ISO-activated genes in **d**. **f** Examples of lipolysis-dependent and -independent ISO-activated genes derived from RNA-seq in **d**. *n* = 3 biologically independent experiments examined, each carried out in a technical duplicate. **g** Venn diagram illustrating the overlap of lipolysis-dependent genes in mouse white (**d**) and brown adipocytes (Fig. 1d). For all panels, error bars represent ±SEM of 3 independent biological experiments. Statistical significance was determined by using FDR/Benjamini-Hochberg correction for Fig. 1f (*p* ≤ 0.05 = *, *p* ≤ 0.01 = **, *p* ≤ 0.001 = ***). * versus Vehicle, # versus ISO (without Lipase inh.).

Finally, to investigate whether lipolysis regulates a similar gene program in white adipocytes from mice, we treated isolated epididymal white adipocytes with ISO for 3 h in the presence and absence of lipase inhibitors and determined the effect on the transcriptome by RNA-seq analysis. Similar to brown adipocytes, lipolysis is required for the activation of a large number of ISO-activated genes in white adipocytes (Fig. 7d). However, in contrast to brown adipocytes, the ISO-induction of genes involved in brown fat cell differentiation and fatty acid oxidation is independent of lipolysis in mouse white adipocytes (Fig. 7e, f). Moreover, and consistent with our in vivo study, lipolysis does not regulate circadian genes in mouse white adipocytes (Supplementary Fig. 4b). In line with these observations, the overlap between lipolysis-activated genes in brown (C1 + C3 + C4 genes) and white adipocytes from mice is very small (Fig. 7g). Thus, lipolysis regulates distinct gene programs in brown and white adipocytes from mice.

## Discussion

In this study, we show that lipolysis has profound effects on transcriptional regulation in cultured brown adipocytes. Lipolysis is required for the acute activation of the full thermogenic gene program by β-adrenergic agonists, and lipolysis alone is sufficient to acutely induce more than 300 genes in mouse brown adipocytes, including genes involved in lipid metabolism, thermogenesis, UPR, and circadian regulation. PPARs play a major role in mediating the lipolysis-induced activation of genes involved in lipid metabolism; interestingly, however, more than half of the genes activated by ISO and lipolysis in brown adipocytes are regulated by PPAR-independent mechanisms.

Using unbiased machine-learning approaches to interrogate key transcription factors involved in mediating the activation of the PPAR-independent gene programs, we discovered that UPR-activated transcription factors, as well as circadian transcription factors, appear to play an important role. Importantly, subsequent validation experiments showed that lipolysis leads to acute activation of all three arms of the UPR response and that ATF4 appears to act as an important lipolysis-induced activator of many genes involved in lipid metabolism, some (e.g., *Dgat1* and *Acsl1*) of which were also scored as PPAR-dependent. This indicates that several genes involved in lipid metabolism are activated in response to lipolysis by both PPAR- and UPR-mediated signals. Furthermore, we showed that induction of lipolysis leads to major changes in circadian gene programs in brown adipocytes in vitro and that lipolysis plays an important role in the regulation of circadian gene programs in brown adipose tissue, indicating that lipolysis may constitute an important link between metabolism and circadian control in brown adipocytes. Importantly, these lipolysis-activated gene programs are largely conserved between immortalized mouse and human brown adipocytes but appear to be distinct from lipolysis-regulated gene programs in white adipocytes.

Fatty acids and metabolites thereof are known to be low-affinity agonists of PPARs^48,49^. PPARα is activated by a broad range of FAs including saturated FAs, whereas PPARγ is activated more efficiently by polyunsaturated FAs, prostaglandins, and hydroxylated FAs. However, both PPARs are activated by fatty acids like oleate^50^, which is one of the main fatty acids released by lipolysis. Previous reports have shown that stimulation of lipolysis has the potential to activate the ligand-binding domain of both PPARα and PPARδ when ectopically expressed in cultured mouse brown adipocytes^13^. Our findings extend these findings by showing that lipolysis activates a wide range of genes, specifically gene programs related to brown fat cell differentiation and lipid metabolism in a PPARγ/α-dependent manner. Notably, knockdown of PPARα had very little effect on the ability of lipolysis to induce gene expression, whereas knockdown of PPARγ led to a marked reduction in lipolysis-activated gene programs, indicating that PPARγ is the main mediator of the lipolytic response. However, since knockdown of PPARγ in brown adipocytes leads to considerable knockdown of PPARα as well, and since the two PPAR subtypes share many functions in brown adipocytes, it is conceivable that both PPARα and PPARγ contribute to mediating the effect in a partially redundant manner. It should be noted that PPARγ is the master regulator of adipogenesis and plays a major role in gene expression in mature adipocytes^31^. Knockdown of PPARγ, therefore, leads to a reduction in the expression of many adipocyte genes, which may lead to several indirect effects, which could result in overinterpretation of the role of PPARs in lipolysis-induced activation of gene expression.

Given the major role of PPARγ in gene regulation in adipocytes, it is remarkable that over 50% of the lipolysis-induced genes are activated by ISO independent of PPARs. Our unbiased analyzes indicate that major PPAR-independent signaling pathways include UPR-activated transcription factors, and we show that lipolysis leads to acute activation of genes downstream of all three arms of the UPR response. Classically, UPR is regarded as a stress response pathway that helps cells cope with misfolded proteins and restore proteostasis in the ER. However, recently it has emerged that UPR can be triggered by lipid perturbation, independently of misfolded proteins, in a manner that is similar to its classic mechanism^51^. The exact mechanism by which lipolysis triggers UPR is currently not known. One possibility is that lipolysis induces the accumulation of misfolded proteins in the ER. Another possibility is that FAs liberated from lipolysis alter the fluidity of the ER membrane resulting in lipid disequilibrium of the ER membrane thereby significantly affecting membrane properties^52^, e.g. Ca^2+^ homeostasis and vesicular budding. This would be in line with other studies showing that exogenous supplementation of saturated fatty acids alters the ER phospholipid composition and activates all three UPR branches^53–55^.

Interestingly, we found that the PERK-ATF4 branch of UPR was rapidly activated in response to lipolysis with CHOP protein levels already induced after 1 h. Inferred ATF4 target genes are highly enriched for genes involved in the metabolism of fatty acids, either by oxidation or by esterification, suggesting a key transcriptional mechanism for alleviating lipotoxicity induced by excessive FA mobilization^56^. Thus, ATF4 upregulates genes that suppress fatty acid production (*Hilpda*) and promote re-esterification (*Acsl1*, *Agpat9,* and *Dgat1*) in cultured brown adipocytes. Consistent with the importance of ATF4 in the integrated response to lipolysis, cold-induced PERK activation in brown adipocytes facilitates the import of proteins that expand mitochondrial oxidative capacity^57^.

The finding that circadian regulation is another major lipolysis-induced gene program activated mainly by PPAR-independent mechanisms is intriguing. Circadian rhythms are cellular oscillations that fine-tune the biology of an organism to the 24 h light/dark cycle and aid in the anticipation of environmental changes. Classically, the circadian orchestration of lipid metabolism is under the control of the central clock that resides in the suprachiasmatic nucleus (SCN) in the brain. In addition, circadian regulation of lipid metabolism is under peripheral cell type-specific control. For example, in rodent liver, cholesterol synthesis is regulated in a circadian pattern, being high during the night and low during the day^58,59^. In brown adipose tissue, FA-uptake peaks at the onset of wakening^60^. Here, we provide evidence that lipolysis, profoundly influences circadian rhythmicity in brown adipocytes in vitro and in vivo. This metabolic feedback regulation of the circadian clock in brown adipocytes may help link brown adipocyte function to circadian control, analogous to how contractile signals in skeletal muscle cells influences the clock in these cells^61^. Notably, our data indicate that lipolysis influences brown adipocyte rhythmicity by altering the expression of core clock transcriptional regulators, such as REV-ERBα and BMAL1. Metabolic regulation by REV-ERBα likely extends beyond core clock genes. For example, REV-ERBα also coordinates the rhythmicity of lipogenesis in brown adipocytes and hepatocytes by modulation the activity of sterol regulatory element-binding protein (SREBP)^44,62^. Furthermore, REV-ERBα suppresses thermogenic genes in brown adipocytes^46^. However, the mechanisms responsible for coordinating the oscillation of REV-ERBα activity in brown adipocytes are unknown. Here, we show that lipolytic signals activate *Reverba* gene expression in vitro and are required for normal oscillation of *Reverba* and other core clock genes in vivo. Thus, REV-ERBα may act as a bidirectional link between the regulation of the clock and lipid metabolism in brown adipocytes.

The physiological significance of lipolytic input into the clock in brown adipocytes remains to be investigated. Brown adipocytes have evolved as a natural defense system against hypothermia, and the daily oscillation in body (and BAT) temperature is modulated by REV-ERBα^46^. At the light-to-dark transition phase, when lipolysis and REV-ERBα are near circadian nadir, an increase in core body temperature, energy expenditure, and lipid uptake into BAT are observed^46,60^. We hypothesize that the increase in lipolysis in brown adipocytes at the onset of the light phase^45,63,64^ facilitates the dark-to-light transition by activating REV-ERBα, which then downregulates brown adipocyte activity and decreases body temperature in the light phase when the animals are asleep and require minimal facultative heat production. Our hypothesis is further supported by the observation that Atglistatin treatment transiently increases core body temperature in the light phase. Similarly, mice lacking ATGL in all cells (except cardiomyocytes) or specifically in brown adipocytes exhibited a moderately higher body temperature than control mice upon cold exposure^10^ in accordance with REV-ERBα downregulating BAT activity.

In conclusion, we show that lipolysis acts as an important signaling nexus sufficient to regulate a broad spectrum of gene programs and is required for the acute transcriptional effects of β-adrenergic signaling in cultured brown adipocytes. While PPARs play an important role in the activation of gene programs involved in lipid metabolism by ISO, the majority of genes are regulated by PPAR-independent mechanisms involving UPR-activated transcription factors, as well as key regulators of circadian rhythm. Future investigations should delineate the exact molecular mechanisms by which lipolysis activates UPR and regulates core clock genes in brown adipocytes and should determine the role of lipolysis in the regulation of gene expression in vivo.

## Methods

### Chemicals and reagents

The ABHD5 ligand SR-4995 (1-phenylpropyl-3-(10-methyl-11-oxo-10,11-dihydrodibenzo [b,f][1,4]thiazepin-8-yl)urea) was synthesized at Scripps Research Institute (Jupiter, FL) but is commercially available from Sigma-Aldrich (#SML2207). SR-3420 (1-(3-(3,5-bis(trifluoromethyl)phenyl)propyl)-3-(10-methyl-11-oxo-10,11-dihydrodibenzo[b,f][1,4] thiazepin-8-yl)urea) was synthesized at Scripps Research Institute (Jupiter, FL) and is not presently commercially available but limited amounts can be provided upon request to J.G.G. SR-3420 is a structural analog of SR-4995 and was designed to increase the lipolysis efficacy of ABHD5. The murine ATGL inhibitor Atglistatin (*N*′-[4′-(dimethylamino)[1,1′-biphenyl]-3-yl]-*N*,*N*-dimethyl-urea), the HSL/MGL inhibitor Cay10499 (4-(5-methoxy-2-oxo-1,3,4-oxadiazol-3(2H)-yl)-2-methylphenyl]-carbamic acid, phenylmethyl ester), the carnitine palmitoyltransferase 1 inhibitor Etomoxir ((2 R)-2-[6-(4-chlorophenoxy)hexyl]-2-oxiranecarboxylic acid) and the long fatty acid acyl-CoA synthetase inhibitor Triacsin C (2E,4E,7E-undecatrienal, nitrosohydrazone) were purchased from Cayman Chemical (#15284, #10007875, #11969 and #10007448).

Antibodies to detect total CHOP (#2895, dilution 1:1000), total HSPA5 (#3177, dilution 1:1000) and phosphorylated HSL (Ser-563) (#4139, dilution 1:500) were purchased from Cell Signaling. Antibody to detect H3K27ac (#Ab4729, dilution 2 µg) was purchased from Abcam). Secondary horseradish peroxidase antibodies were from DAKO (#P0447, dilution 1:2000).

### Cell culture

Mouse brown preadipocytes immortalized with SV40 large T antigen, BAT-LgT^65^, were kindly provided by Patrick Seale. Cells were propagated in basal Dulbecco’s Modified Eagle’s Medium (DMEM, Sigma-Aldrich, #D6249) with high glucose (4500 mg/L) containing 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin (Lonza, #09-757 F) at 37 °C in a humidified atmosphere with 5% CO_2_ with the exchange of medium every second day. To induce differentiation, cells were cultured for two days post confluence (designated day 0) and then added fresh medium supplemented with 0,5 µM dexamethasone, 0,5 mM 3-isobutyl-1-methylxanthine, 1 nM T3 and 20 nM insulin. On day 2 cells were given a fresh medium containing 1 nM T3 and 20 nM insulin, and from day 4 cells were cultured in a medium without additional inducers. Cells were considered fully differentiated by day 6–7. Immortalized human brown adipocytes (TERT-hBA) were cultured as described in^47,66^. Briefly, TERT-hBA cells were cultured in advanced DMEM/F12 basal medium (Gibco, #11320033) supplemented with 10% FBS, 2mM L-glutamine (Gibco, #25030081), 1% penicillin/streptomycin and 2.5 ng/ml FGF2 (Gibco, #PHG0367). Two days post confluence (day 0), TERT-hBA cells were induced to differentiate in advanced DMEM/F12 basal medium supplemented with 2% FBS, 2mM L-glutamine, 1% penicillin/streptomycin, 5 µg/ml insulin, 1 µM dexamethasone, 0,5 mM 3-isobutyl-1-methylxanthine, 1 nM T3 and 1 µM rosiglitazone. On day 3, the medium was refreshed with exactly same medium used on day 0. At day 6 and 9 only T3 was added. On day 12, the adipocytes were considered mature. Brown adipocytes with stable knockdown of ABHD5 have previously been described^15,17^. Briefly, lentiviral shRNA to Abhd5 was created from a plasmid purchased from Sigma-Aldrich (TRCN0000032737 NM_026179.1-1063s1c1) and used to stably transduce mouse-brown adipocytes. To create an inducible rescue cell line, we mutated the DNA sequence targeted by the shRNA while maintaining the wild-type amino acid sequence of ABHD5, and we tagged the construct with mCherry. Doxycycline-inducible expression was achieved by transferring the shRNA-resistant construct into pINDUCER20 and the resulting lentivirus was used to infect the brown adipocytes in which endogenous ABHD5 was stably knocked down. Propagation and differentiation of brown adipocytes with stable knockdown of ABHD5 were done similar to BAT-LgT but supplemented with 0.125 mM indomethacin from day 0-2. Re-established expression of ABHD5 was achieved by treating cells with 1 µg/ml doxycycline for 24-48 hrs.

### Culture of primary mature white adipocytes in 3D culture

eWAT was isolated from lean male C57/BL6J mice (Charles River), all non-adipose tissue was removed, and the tissue was minced with a scalpel. The tissue was digested for 15 min at 37 °C and 130 rpm in degradation buffer (collagenase type 1 (Worthington, #LS004196) in Krebs–Ringer buffer (adjusted to pH = 7,4 containing 1% BSA). The cell suspension was then filtered through a double 250 µm filter to a sterile tube. The filter and suspension were washed with Krebs-Ringer buffer containing 1% BSA to stop the digestion of the tissue. A long syringe was inserted, and the tube was left for 2–5 min to allow the mature adipocytes to float to the top before removing the infranatant with the syringe. Cells were distributed in a 24-well plate (50,000 cells per well) in a gel mix consisting of 1:1 gelin-S and glycosil-S (ESI-BIO HyStem®-C Hydrogel Kit, #GS1005) and 30 μL Extralink (ESI-BIO HyStem®-C Hydrogel Kit, #GS1005). Gelation occurred after 60 min, and 700 μL DMEM (Sigma-Aldrich, #D6249) with high glucose (4500 mg/L) –with 10% FBS and 1% penicillin/streptomycin (Lonza, #09-757 F) was added to the wells. The cells were incubated at 37 °C, 5% CO_2_ for 2 days prior to investigations.

### Cell synchronization

Synchronization of in vitro differentiated BAT-LgT was performed by incubating adipocytes on day 7 with DMEM containing 50% FBS for 2 hrs. Following two washes in warm PBS, cells were placed in DMEM containing 0.5% FBS for the indicated periods of time.

### Animals

All animal studies were performed under Approval #2018-15-0201-01459 from The Danish Animal Experient Inspectorate and complied with the ARRIVE guidelines. Male C57BL/6 N mice (12 weeks old) were housed on a 12:12-h light-dark cycle (lights on at 6 AM, lights off at 6 PM) at room temperature. All mice used in the studies were single housed with ad libitum access to a chow diet (Altromin, #30404) and water. For Atglistatin administration experiments, mice received 1.5 mg Atglistatin (dissolved in oil) in a volume of 100 µL per mouse by oral gavage at ZT0. For implantation of telemetric temperature and activity monitoring devices, mice were anesthetized with isofluorane and kept on heated pads during the procedure. G2 E-Mitter Telemetry System devices (Starr Life Sciences) were surgically implanted in the visceral cavity. ER4000 Receivers were placed under the cages within the TSE cabinets. Temperature data was integrated into the Phenomaster software.

### Lipolysis assay

FAs were quantified in the medium or serum using the WAKO NEFA assay (Wako Diagnostics, #999-34691, #995-34791, #991-34891, and #993-35191), following the instructions of the manufacturer. Glycerol was quantified in serum using the free glycerol reagent (Sigma-Aldrich, #F6428).

### ATP and ADP assay

Intracellular ATP and ADP were quantified using the ATP Assay Kit and ADP Assay Kit (Abcam, #ab83355 and #ab83359), following the instruction of the manufacturer. Cells were washed twice in cold PBS before harvesting.

### Microscopy

Images were acquired using an Olympus IX-81 microscope equipped with a spinning-disc confocal unit. Microscope control and data acquisition were performed using CellSens Dimensions (Olympus) software. Brown adipocytes grown and differentiated on 35 mm glass coverslips were imaged in HEPES-Krebs-Ringer buffer supplemented with 1% BSA. EYFP-reported images were acquired every minute, with basal fluorescence recorded for the first 3–5 min, followed by stimulation of lipolysis. The region of interest (ROI; lipid droplets, nucleus, or cytoplasm) for each frame was quantified using ImageJ and the lipid droplet or nucleus ROI was normalized to the cytoplasm to correct for any nonspecific changes in fluorescent intensity due to changes in excitation or focal plane.

### Western blotting and ECL detection

Whole-cell extracts were prepared in SDS-containing lysis buffer and subject to Western blotting as previously described^67^. Briefly, cells were washed once with PBS, then scraped and collected in ice-cold lysis buffer: Tris-HCl (50 mM), glycerol (10%), SDS (2.5%), dithioerythritol (10 mM), β-glycerophosphate (10 mM), NaF (10 mM), sodium orthovanadate (0.1 mM), phenylmethylsulfonylfluoride (0.1 mM) and Complete protease inhibitor mixture (1/50 tablet per ml). After lysis, cells were instantly heated at 95 °C for 5 min and afterward treated with benzonase (Merck, #1.01654.0001), and lysates were clarified by centrifugation at 13,000 g for 5 min at 4 °C. Immunoblotting was performed using NuPage 4–12% Bis-Tris gradient gels (Invitrogen, #NP0323BOX) for 2hrs at 90 V. After gel electrophoresis, proteins were blotted onto PVDF membranes. Blots were then probed with antibodies to detect proteins of interest diluted in 5% non-fat milk. Following overnight incubation membranes were washed 3 times for 10 min each in TBS-T and immunoreactive bands were detected using peroxidase-conjugated secondary antibodies and enhanced chemiluminescence. Amido black staining of the membrane was used as loading control.

### RNA extraction, cDNA synthesis and quantitative real-time PCR

RNA extraction, cDNA synthesis, and quantitative real-time PCR (qPCR) were performed as previously described^67^. Briefly, total RNA was harvested using TRIzol reagent and isolated using the chloroform-isopropanol method. cDNA was transcribed using the QuantiTect Reverse Transcription Kit (Qiagen, #205311). qPCR was conducted using FastStart Essential DNA Green Master Mix (Roche, #06924204001) and the reaction was performed using LightCycler 480 Instrument II (Roche). Data were normalized to transcript levels of transcription factor II B (*Tfiib*). All primer sequences can be provided upon request.

### RNA-seq library construction, sequencing, and processing

RNA-seq was performed according to the instructions by the manufacturer (TruSeq2, Illumina) using 500ng-1µg of total RNA for the preparation of cDNA libraries. Sequencing reads were mapped to the mouse genome mm9 or hg19 using STAR^68^ (v2.4.2a), tag counts were summarized at the gene level using HOMER^69^, allowing only one read per position per length. Quantification of the number of mapped reads of each gene was performed using iRNA-seq^70^ (v1.1) specifying the -count gene option. Data analysis was performed in R studio (v2022.2.0) and K-means clustering using 4 clusters was used to cluster differentially expressed genes as determined by DESeq2^71^ (v1.24.0). Gene ontology analysis was performed using GO-seq^72,73^ (v1.36.0). RNA-seq data were generated from three independent experiments, except PPAR knockdown RNA-seq which is from two independent experiments.

### ChIP- and ATAC sequencing and analysis

ChIP experiments were performed in brown adipocytes at D7 essentially as previously described^74^. Approximately 10–20 ng of immunoprecipitated DNA was prepared for sequencing according to the instructions from the manufacturer (Illumina). Sequence tags were aligned to the mouse reference genome mm9 using STAR^68^, and ChIP peaks were called using idr ENCODE. STAR derived bam files were used as input for MACS2 at a low threshold. MACS2 peak calling was done on a pooled library of both replicates for each condition. Input DNA was used as background for peak detection. Peaks with an IDR ≤ 0.05 were kept and merged using HOMER (v4.10) mergePeaks function with distance -d given. ChIP-seq data were generated from two independent experiments. ATAC-sequencing (ATAC-seq) was performed on 50,000 nuclei as previously described^34^. Library amplification was performed according to the instructions from the manufacturer (Illumina). Sequencing reads were mapped to the mouse genome using STAR^71^, and sequencing tags in peaks were quantified using HOMER^69^. Only reads with a fragment length of ≤ 100 bp were kept for further analyzes corresponding to the reads located in nucleosome-free regions. For visualization purposes, the individual tag directories were converted into bedgraphs using HOMER makeUCSC specifying -fragLength 70 and -fsize 20e ATAC-seq data were generated from two independent experiments. For identification of ATAC peaks, peaks were called in each condition with HOMER findPeaks using the following settings: ‘peaks’, -fragLength 70, -style factor, minDist 140, -size 70. Tags were then counted in a 200 bp window around the peak centers for each condition. From this, mitochondrial peaks were removed, and high confident peaks were identified as having at least five tag per 200 bp window for both replicates in at least one of the conditions. Codes and scripts can be found in Supplementary Note 1 and on GitHub: https://github.com/LasseKMarkussen/Lipolysis-regulates-major-transcriptional-programs-in-brown-adipocytes.

### Modeling of motif and prediction of binding sites and target genes (IMAGE)

IMAGE analysis was performed according to instructions^32^. Briefly, sequence information in enhancers (defined by ATAC), in combination with enhancer activity (defined by H3K27ac) and transcriptome data were used in a two-step machine-learning algorithm to calculate ‘motif activity’, i.e. the contribution of transcription factor motifs to overall enhancer activity and gene expression under given cellular conditions. IMAGE does not group enhancers but uses machine learning to regress the contribution of a single motif to experimentally determined enhancer activity on the basis of an additive model. Furthermore, IMAGE uses an additive and distance-dependent algorithm to model the contribution of distinct enhancer motifs to experimentally determined gene expression. We have shown that the accuracy of IMAGE exceeds that of other prediction strategies or tools^32^. The activity of a particular motif for a given sample represents the average contribution of that motif to the activity of all enhancers (step 1) or the expression of all genes (step 2). Moreover, IMAGE predicts target enhancers and target genes for all motifs on the basis of an estimated error per enhancer and gene when comparing the modeled enhancer activity with and without a particular motif (leave-one-out analysis).

### siRNA transfection

Mature brown adipocytes (day 6) were reverse transfected with siRNA as previously described^67^ by replating cells in 96-culture plates (80,000 cells/well). Cells were harvested 4 days after transfection for analyses. Pre-designed siRNAs were obtained from Sigma-Aldrich. siRNA Universal Negative Control #1 (Sigma-Aldrich, #SIC001) was used as a control in all experiments.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The datasets generated in this study have been deposited at NCBI GEO under accession code GSE202833. The processed data generated in this study are in Source data and its supplementary materials. Some figures were created using BioRender.com. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Lipolysis regulates major transcriptional programs in brown adipocytes
**Source:** Nat Commun. 2022 Jul 8;13:3956. doi: 10.1038/s41467-022-31525-8
**Supplement:** Supplementary file 1 — Supplementary Information

## **Lipolysis regulates major transcriptional programs in brown adipocytes**

### **Supplementary information**

Supplementary Figure 1: Knockdown of ABHD5 abrogates SR-3420-activated gene expression

Supplementary Figure 2: Knockdown of PPARs

Supplementary Figure 3: Epigenomic response to SR-3420

Supplementary Figure 4: Atglistatin does not override the intrinsic rhythmicity in WAT and liver

Supplementary Note : Codes for STAR and MACS2

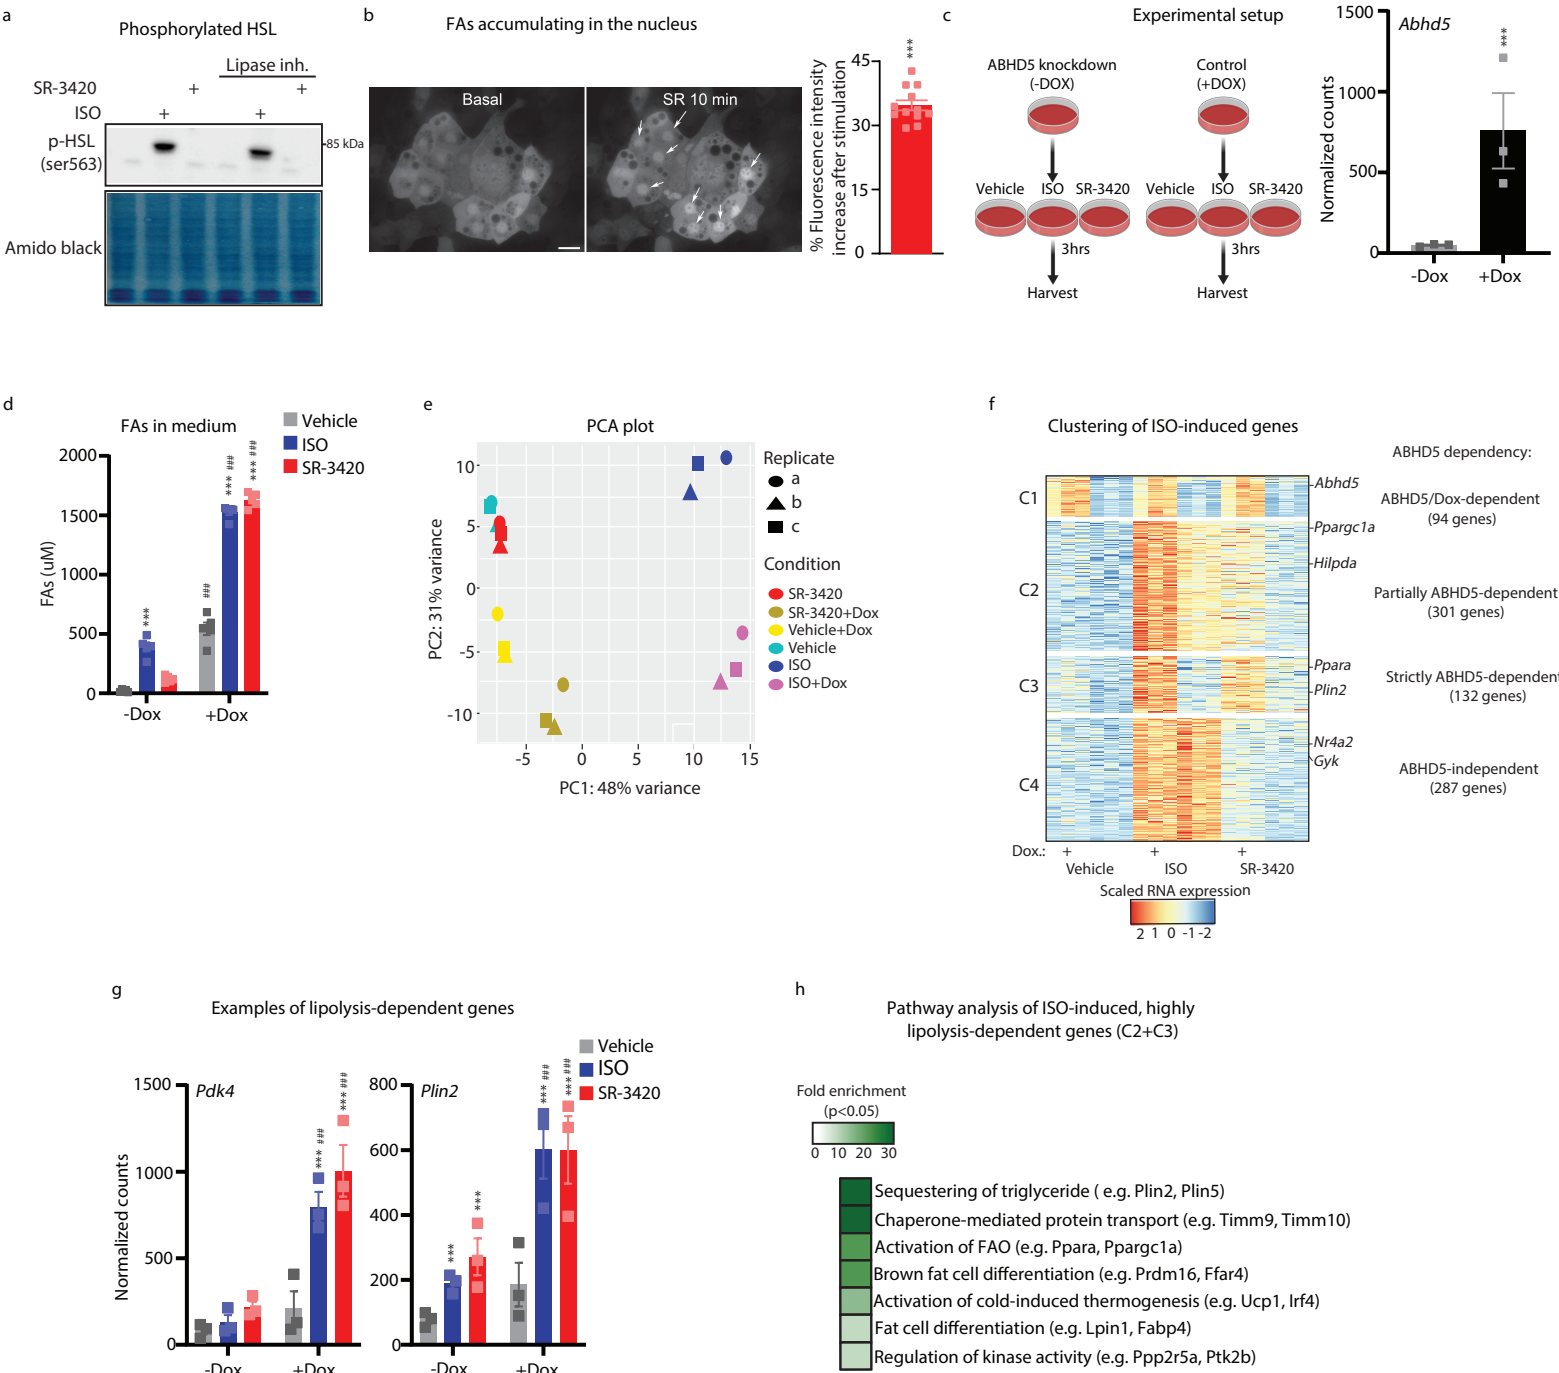

## Supplementary Figure 1: Knockdown of ABHD5 abrogates SR-3420-activated gene expression

(Related to Figure 1)

Mouse immortalized *in vitro* differentiated brown adipocytes with stable knockdown of ABHD5 or ectopic expression of EYFP-SRC1. Six days after preadipocyte differentiation, cells were incubated with differentiation medium either in the presence (+Dox) or absence (-Dox) of doxycycline (1  $\mu$ g/mL) for 24 hours to induce *Abhd5*. Cells were treated with either vehicle, 10 nM isoproterenol (ISO) (blue bar), or 20  $\mu$ M SR-3420 (red bar) for 3 hrs before harvest.

**a** Western blot showing levels of phosphorylated HSL (phosphor Ser563) in differentiated mouse brown adipocytes. n=1 biologically independent experiments examined **b** Quantification of nuclear EYFP-SRC1 in mouse brown adipocytes following stimulation SR-4995 for 10 min. Confocal fluorescence images were captured at under basal conditions or 10 minutes after stimulation with SR-4995 (10 $\mu$ M). n=12. **c** Schematic overview of experimental setup and mRNA expression of *Abhd5* quantified by qPCR. Created with BioRender.com. n=3 biologically independent experiments examined, each carried out in a technical duplicate. Scale bar denotes 10  $\mu$ M **d** Basal and stimulated FA release into culture medium 3 hours following treatment with either vehicle, ISO, or SR-3420. n=5 biologically independent experiments examined, each carried out in a technical duplicate **e, f** PCA plot and heatmap from RNA-seq data showing K-means clustering (ISO/SR-3420 vs. vehicle:  $\text{Log}_2\text{FC} \leq -1$  or  $\text{Log}_2\text{FC} \geq 1$ ,  $p_{\text{Adj}} < 0.05$ ) in differentiated mouse brown preadipocytes. n=3 biologically independent experiments examined, each carried out in a technical duplicate **g** mRNA expression pattern of representative lipolysis-activated genes from Supplementary Figure 1e. n=3 biologically independent experiments examined, each carried out in a technical duplicate. **h** Pathways significantly enriched ( $\text{FDR} < 0.05$ ) among lipolysis-activated genes in Cluster 2 and Cluster 3 from Supplementary Figure 1e.

For all panels, error bars represent  $\pm$  SEM of 3-5 independent biological experiments. Statistical significance was determined by DESeq2 using FDR/Benjamini-Hochberg correction for Supplementary Figure 1c and Supplementary Figure 1g and by one-way ANOVA with Tukey's multiple comparisons test for Supplementary Figure 1d and paired Student's t-test for Supplementary Figure 1b ( $p \leq 0.05 = *$ ,  $p \leq 0.01 = **$ ,  $p \leq 0.001 = ***$ ). \* versus Vehicle (+/- Dox), # versus -Dox.

a

PPARα knockdown

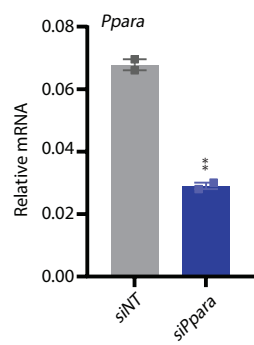

b

Volcano plots

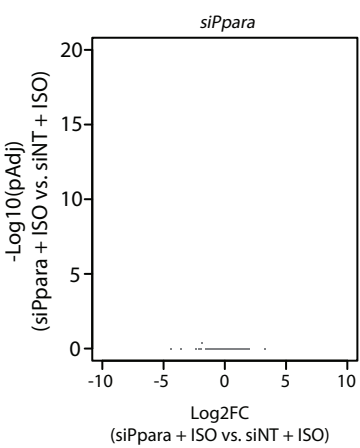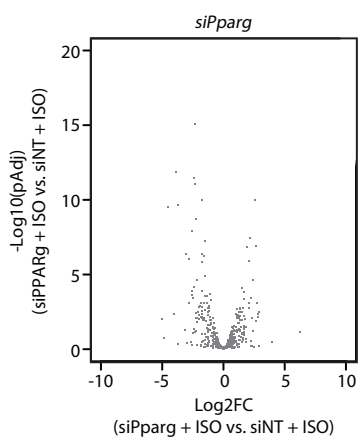

## Supplementary Figure 2: Knockdown of PPARs

(Related to Figure 3)

Mouse *in vitro* differentiated brown adipocytes were treated with siRNA against *Pparg*, *Ppara* or *NT* (negative control) for 3 days and subsequently with 100nM isoproterenol (ISO) for 3 hrs before harvest.

**a** mRNA expression of *Ppara* with or without *Ppara* knockdown in mature brown adipocytes quantified using qPCR. Error bars represent +/- SEM of 3 independent biological experiments. Statistical significance was determined by unpaired Student's t-test ( $p \leq 0.05 = *$ ,  $p \leq 0.01 = **$ ,  $p \leq 0.001 = ***$ ) **b** Volcano plots of the effect on lipolysis-activated genes (C1+C3+C4 from Fig. 1d) in mouse brown adipocytes stimulated with 100nM ISO with or without knockdown of *Ppara* or *Pparg*.

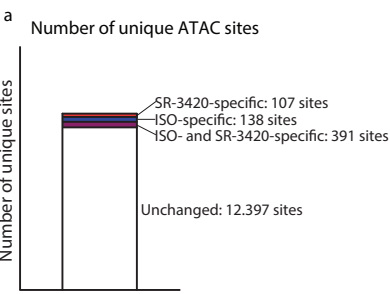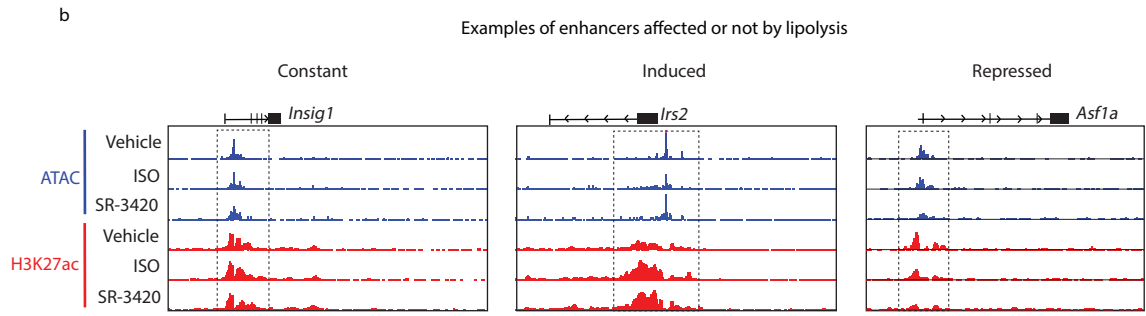

### **Supplementary Figure 3: Epigenomic response to SR-3420**

(Related to Figure 4)

Mouse *in vitro* differentiated brown adipocytes were pre-treated with 10 $\mu$ M Atglistatin (ATGL inhibitor) and 20 $\mu$ M CAY10499 (HSL inhibitor) for 1h and subsequently with 100nM isoproterenol (ISO) or 20 $\mu$ M SR-3420 for 3 hrs before harvest for ChIP and ATAC.

**a** Number of chromatin regions defined by ATAC-seq (FDR<0.05)) with differential accessibility between vehicle, ISO and C162 stimulated cells for 3 hrs. **b** UCSC Genome Browser screenshots of H3K27ac and ATAC signal at representative gene loci of constant, induced and repressed enhancers.

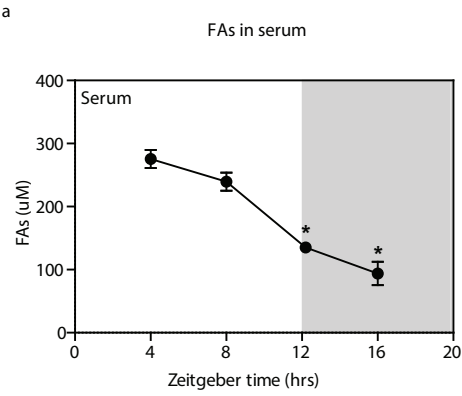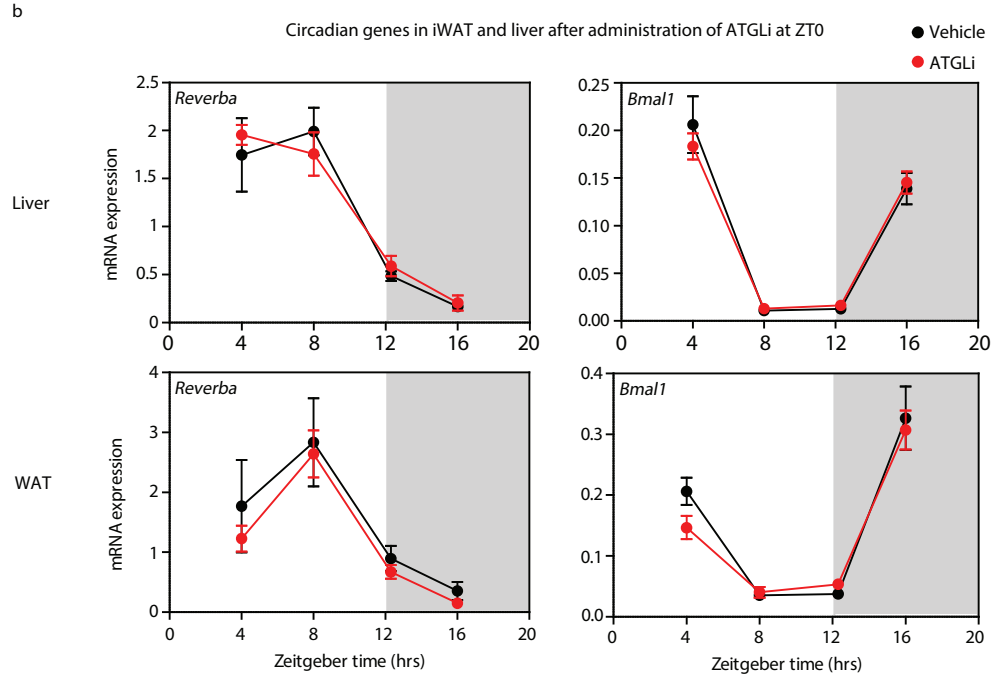

#### **Supplementary Figure 4: Atglistatin does not override the intrinsic rhythmicity in WAT and liver**

(Related to Figure 6)

Male C57BL/6 mice (12 weeks old) received 1.5 mg Atglistatin (red line) or vehicle (black line) by oral gavage at ZT0 and euthanized at ZT4, ZT8, ZT12 and ZT16.

**a** Serum FA levels in vehicle treated male C57BL/6 mice at ZT4, ZT8, ZT12 and ZT16. The bars represent mean and SEM of 5 mice per time point. **b** mRNA expression of *Reverba* and *Bmal1* in iWAT and liver of male C57BL/6 mice received 1.5 mg Atglistatin (dissolved in oil) by oral gavage at ZT0 and euthanized at ZT4, ZT8, ZT12 and ZT16.

Error bars represent +/- SEM of 5 mice per treatment each time point. Statistical significance was determined by unpaired Student's t-test ( $p \leq 0.05 = *$ ,  $p \leq 0.01 = **$ ,  $p \leq 0.001 = ***$ ).

## Supplementary Note: Codes for STAR and MACS2

STAR (ChIP): STAR --genomeLoad LoadAndRemove --genomeDir  
/data/Genomes/mouse/mm9/star/index101bp/ --runThreadN 8 --readFilesCommand zcat --  
readFilesIn \$FASTQFILE --outSJfilterIntronMaxVsReadN 0 --alignIntronMax 1 --  
alignSJDBoverhangMin 200 --outFileNamePrefix \${FASTQFILE}/.fastq.gz/.star\_}

STAT (ATAC): STAR --genomeLoad LoadAndRemove --genomeDir  
/references/mm9star/index101bp/ --readFilesCommand zcat --runThreadN 16 --readFilesIn \$i  
\${i%\_R1\_001.fastq.gz}\_R2\_001.fastq.gz --outSJfilterIntronMaxVsReadN 0 --outFilterMatchNmin  
25 --alignIntronMax 1 --alignSJDBoverhangMin 200 --outFileNamePrefix \${i%\_R1\_001.fastq.gz}

MACS2 (peak calling ChIP): callpeak -t \$BAMFILE -c IMPUT.bam -f BAM -g mm --outdir  
macs2/ -n \${BAMFILE}/.bam/.pv-1e-3} -p 1e-3 --to-large

# Supplementary material for: Lipolysis regulates major transcriptional programs in brown adipocytes
**Source:** Nat Commun. 2022 Jul 8;13:3956. doi: 10.1038/s41467-022-31525-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **List of genes with assigned clusters**

List of genes with assigned clusters related to heatmaps in Fig. 1d, Fig. 7a and Supplementary Fig. 1e.

File Name: Supplementary Data 2

Description: **List of transcription factor motifs scoring as medium-to-high confidence causal regulators in response to ISO**

List of inferred causal motifs that are scored as medium to high confidence causal regulators of the transcriptional changes in response to ISO.

File Name: Supplementary Data 3

Description: **List of UPR marker genes**

List of UPR marker genes used for Fig. 5a.

# Supplementary material for: Lipolysis regulates major transcriptional programs in brown adipocytes
**Source:** Nat Commun. 2022 Jul 8;13:3956. doi: 10.1038/s41467-022-31525-8
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used for data analysis.

Data analysis

- 1) HOMER: <http://homer.ucsd.edu/homer/>
- 2) STAR: <https://github.com/alexdobin/STAR>
- 3) DESeq2: <https://bioconductor.org/packages/release/bioc/html/DESeq2.html>
- 4) IMAGE: <https://github.com/JesperGrud/IMAGE>
- 5) FastQC: <https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>
- 4) R Studio: <https://www.rstudio.com/>
- 5) GraphPad prism: <https://www.graphpad.com/scientific-software/prism/>
- 6) Biorender: <https://biorender.com/>

Codes and scripts used to process and analyze data have been deposited to GitHub: <https://github.com/LasseKMarkussen/Lipolysis-regulates-major-transcriptional-programs-in-brown-adipocytes>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The datasets generated in this study have been deposited at NCBI GEO under accession code GSE202833 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202833>]. The processed data generated in this study are in Source data and its supplementary materials. Some figures were created using Biorender.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

This study does not contain human research participants.

Population characteristics

This study does not contain population characteristics.

Recruitment

This study does not contain recruitment of human participants.

Ethics oversight

This study does not contain human research participants, therefore, no ethics oversight were included.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample sizes were based on preliminary experiments. All experiments have been performed a minimum of n=2 independent experiments.

Data exclusions

No samples or animals were excluded from the analysis.

Replication

All attempts at replication were successful. To ensure adequate power for statistical analysis at least two independent experiments was performed. For each experiment, the number of independent experiments and statistical analysis performed are noted in the figure legends.

Randomization

Animals were randomized into treatment groups based on body weight to ensure an equal baseline.

Blinding

Blinding was not relevant to this study as all data were derived from absolute quantitative methods without human subjectivity.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies to detect total CHOP (#2895, dilution 1:1000), total HSPA5 (#3177, dilution 1:1000) and phosphorylated HSL (Ser-563) (#4139, dilution 1:500) were purchased from Cell Signaling. Antibody to detect H3K27ac (#Ab4729, dilution 2 µg) was purchased from Abcam). Secondary horseradish peroxidase antibodies were from DAKO (#P0447, dilution 1:2000).                   |
| Validation      | H3K27ac (#Ab4729) antibody has been validated in the ENCODE project: <a href="https://www.encodeproject.org/antibodies/ENCAB000BSK/">https://www.encodeproject.org/antibodies/ENCAB000BSK/</a> Total CHOP (#2895), total HSPA5 (#3177) and phosphorylated HSL (Ser-563) (#4139) were all validated by it producing a band of the expected molecular weight for the target protein. |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                   |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Mouse brown preadipocytes immortalized with SV40 large T antigen, BAT-LgT, were kindly provided by Patrick Seale. Immortalized human brown adipocytes (TERT-hBA) were described Markussen et al., 2017 and Breining et al., 2018. |
| Authentication                                                    | The authentication was tested by differentiation capacity, RNAseq, morphology and metabolic phenotyping.                                                                                                                          |
| Mycoplasma contamination                                          | All cell lines were routinely tested for mycoplasma and found negative.                                                                                                                                                           |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                                                                                                                                     |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                            |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Male C57BL/6N mice (12 weeks old) were housed on a 12:12-h light-dark cycle (lights on at 6 AM, lights off at 6 PM) at room temperature. All mice used in the studies were single housed with ad libitum access to chow diet (Altromin, #30404) and water. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                   |
| Reporting on sex        | Only male mice were used in this study.                                                                                                                                                                                                                    |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                        |
| Ethics oversight        | All animal studies were performed under Approval #2018-15-0201-01459 from The Danish Animal Experient Inspectorate and complied with the ARRIVE guidelines.                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                  |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | The datasets generated in this study have been deposited at NCBI GEO under accession code GSE202833 [ <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202833">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202833</a> ]. |
| Files in database submission                                       | SM3066_S1_L002_R1_001.fastq.gz<br>SM3066_S1_L002_R2_001.fastq.gz<br>SM3067_S2_L002_R1_001.fastq.gz<br>SM3067_S2_L002_R2_001.fastq.gz                                                                                                             |

SM3068\_S3\_L002\_R1\_001.fastq.gz  
SM3068\_S3\_L002\_R2\_001.fastq.gz  
SM3069\_S4\_L002\_R1\_001.fastq.gz  
SM3069\_S4\_L002\_R2\_001.fastq.gz  
SM3070\_S5\_L002\_R1\_001.fastq.gz  
SM3070\_S5\_L002\_R2\_001.fastq.gz  
SM3071\_S6\_L002\_R1\_001.fastq.gz  
SM3071\_S6\_L002\_R2\_001.fastq.gz  
SM3072\_S7\_L002\_R1\_001.fastq.gz  
SM3072\_S7\_L002\_R2\_001.fastq.gz  
SM3073\_S8\_L002\_R1\_001.fastq.gz  
SM3073\_S8\_L002\_R2\_001.fastq.gz  
SM3074\_S9\_L002\_R1\_001.fastq.gz  
SM3074\_S9\_L002\_R2\_001.fastq.gz  
SM3075\_S10\_L002\_R1\_001.fastq.gz  
SM3075\_S10\_L002\_R2\_001.fastq.gz  
SM3076\_S11\_L002\_R1\_001.fastq.gz  
SM3076\_S11\_L002\_R2\_001.fastq.gz  
SM3077\_S12\_L002\_R1\_001.fastq.gz  
SM3077\_S12\_L002\_R2\_001.fastq.gz  
SM3078\_S13\_L002\_R1\_001.fastq.gz  
SM3078\_S13\_L002\_R2\_001.fastq.gz  
SM3079\_S14\_L002\_R1\_001.fastq.gz  
SM3079\_S14\_L002\_R2\_001.fastq.gz  
SM3080\_S15\_L002\_R1\_001.fastq.gz  
SM3080\_S15\_L002\_R2\_001.fastq.gz  
SM3081\_S16\_L002\_R1\_001.fastq.gz  
SM3081\_S16\_L002\_R2\_001.fastq.gz  
SM3082\_S17\_L002\_R1\_001.fastq.gz  
SM3082\_S17\_L002\_R2\_001.fastq.gz  
SM3083\_S18\_L002\_R1\_001.fastq.gz  
SM3083\_S18\_L002\_R2\_001.fastq.gz  
SM4068\_S1\_L002\_R2\_001.fastq.gz  
SM4069\_S2\_L002\_R1\_001.fastq.gz  
SM4069\_S2\_L002\_R2\_001.fastq.gz  
SM4070\_S3\_L002\_R1\_001.fastq.gz  
SM4070\_S3\_L002\_R2\_001.fastq.gz  
SM4071\_S4\_L002\_R1\_001.fastq.gz  
SM4071\_S4\_L002\_R2\_001.fastq.gz  
SM4072\_S5\_L002\_R1\_001.fastq.gz  
SM4072\_S5\_L002\_R2\_001.fastq.gz  
SM4073\_S6\_L002\_R1\_001.fastq.gz  
SM4073\_S6\_L002\_R2\_001.fastq.gz  
SM4074\_S7\_L002\_R1\_001.fastq.gz  
SM4074\_S7\_L002\_R2\_001.fastq.gz  
SM4075\_S8\_L002\_R1\_001.fastq.gz  
SM4075\_S8\_L002\_R2\_001.fastq.gz  
SM4076\_S9\_L002\_R1\_001.fastq.gz  
SM4076\_S9\_L002\_R2\_001.fastq.gz  
SM4077\_S10\_L002\_R1\_001.fastq.gz  
SM4077\_S10\_L002\_R2\_001.fastq.gz  
SM4078\_S11\_L002\_R1\_001.fastq.gz  
SM4078\_S11\_L002\_R2\_001.fastq.gz  
SM4079\_S12\_L002\_R1\_001.fastq.gz  
SM4079\_S12\_L002\_R2\_001.fastq.gz  
SM4080\_S13\_L002\_R1\_001.fastq.gz  
SM4080\_S13\_L002\_R2\_001.fastq.gz  
SM4081\_S14\_L002\_R1\_001.fastq.gz  
SM4081\_S14\_L002\_R2\_001.fastq.gz  
SM4082\_S15\_L002\_R1\_001.fastq.gz  
SM4082\_S15\_L002\_R2\_001.fastq.gz  
SM4083\_S16\_L002\_R1\_001.fastq.gz  
SM4083\_S16\_L002\_R2\_001.fastq.gz  
SM4084\_S17\_L002\_R1\_001.fastq.gz  
SM4084\_S17\_L002\_R2\_001.fastq.gz  
SM4085\_S18\_L002\_R1\_001.fastq.gz  
SM4085\_S18\_L002\_R2\_001.fastq.gz  
7856\_S50\_L001\_R1\_001.fastq.gz

7856\_S50\_L001\_R2\_001.fastq.gz  
7856\_S50\_L002\_R1\_001.fastq.gz  
7856\_S50\_L002\_R2\_001.fastq.gz  
7857\_S51\_L001\_R1\_001.fastq.gz  
7857\_S51\_L001\_R2\_001.fastq.gz  
7857\_S51\_L002\_R1\_001.fastq.gz  
7857\_S51\_L002\_R2\_001.fastq.gz  
7858\_S52\_L001\_R1\_001.fastq.gz  
7858\_S52\_L001\_R2\_001.fastq.gz  
7858\_S52\_L002\_R1\_001.fastq.gz  
7858\_S52\_L002\_R2\_001.fastq.gz  
7859\_S53\_L001\_R1\_001.fastq.gz  
7859\_S53\_L001\_R2\_001.fastq.gz  
7859\_S53\_L002\_R1\_001.fastq.gz  
7859\_S53\_L002\_R2\_001.fastq.gz  
7860\_S54\_L001\_R1\_001.fastq.gz  
7860\_S54\_L001\_R2\_001.fastq.gz  
7860\_S54\_L002\_R1\_001.fastq.gz  
7860\_S54\_L002\_R2\_001.fastq.gz  
7861\_S55\_L001\_R1\_001.fastq.gz  
7861\_S55\_L001\_R2\_001.fastq.gz  
7861\_S55\_L002\_R1\_001.fastq.gz  
7861\_S55\_L002\_R2\_001.fastq.gz  
SM4004\_S1\_L001\_R1\_001.fastq.gz  
SM4004\_S1\_L001\_R2\_001.fastq.gz  
SM4005\_S2\_L001\_R1\_001.fastq.gz  
SM4005\_S2\_L001\_R2\_001.fastq.gz  
SM4006\_S3\_L001\_R1\_001.fastq.gz  
SM4006\_S3\_L001\_R2\_001.fastq.gz  
SM4007\_S4\_L001\_R1\_001.fastq.gz  
SM4007\_S4\_L001\_R2\_001.fastq.gz  
SM4008\_S5\_L001\_R1\_001.fastq.gz  
SM4008\_S5\_L001\_R2\_001.fastq.gz  
SM4009\_S6\_L001\_R1\_001.fastq.gz  
SM4009\_S6\_L001\_R2\_001.fastq.gz  
SM4010\_S7\_L001\_R1\_001.fastq.gz  
SM4010\_S7\_L001\_R2\_001.fastq.gz  
SM4011\_S8\_L001\_R1\_001.fastq.gz  
SM4011\_S8\_L001\_R2\_001.fastq.gz  
SM4012\_S9\_L001\_R1\_001.fastq.gz  
SM4012\_S9\_L001\_R2\_001.fastq.gz  
SM4013\_S10\_L001\_R1\_001.fastq.gz  
SM4013\_S10\_L001\_R2\_001.fastq.gz  
SM4014\_S11\_L001\_R1\_001.fastq.gz  
SM4014\_S11\_L001\_R2\_001.fastq.gz  
SM4015\_S12\_L001\_R1\_001.fastq.gz  
SM4015\_S12\_L001\_R2\_001.fastq.gz  
SM2848\_ATCACG\_L001\_R1\_001.fastq.gz  
SM2848\_ATCACG\_L001\_R1\_002.fastq.gz  
SM2848\_ATCACG\_L001\_R1\_003.fastq.gz  
SM2848\_ATCACG\_L002\_R1\_001.fastq.gz  
SM2848\_ATCACG\_L002\_R1\_002.fastq.gz  
SM2848\_ATCACG\_L002\_R1\_003.fastq.gz  
SM2849\_CGATGT\_L001\_R1\_001.fastq.gz  
SM2849\_CGATGT\_L001\_R1\_002.fastq.gz  
SM2849\_CGATGT\_L002\_R1\_001.fastq.gz  
SM2849\_CGATGT\_L002\_R1\_002.fastq.gz  
SM2850\_TTAGGC\_L001\_R1\_001.fastq.gz  
SM2850\_TTAGGC\_L001\_R1\_002.fastq.gz  
SM2850\_TTAGGC\_L002\_R1\_001.fastq.gz  
SM2850\_TTAGGC\_L002\_R1\_002.fastq.gz  
SM2851\_TGACCA\_L001\_R1\_001.fastq.gz  
SM2851\_TGACCA\_L001\_R1\_002.fastq.gz  
SM2851\_TGACCA\_L002\_R1\_001.fastq.gz  
SM2851\_TGACCA\_L002\_R1\_002.fastq.gz  
SM2852\_ACAGTG\_L001\_R1\_001.fastq.gz  
SM2852\_ACAGTG\_L001\_R1\_002.fastq.gz  
SM2852\_ACAGTG\_L001\_R1\_003.fastq.gz

SM2852\_ACAGTG\_L002\_R1\_001.fastq.gz  
SM2852\_ACAGTG\_L002\_R1\_002.fastq.gz  
SM2852\_ACAGTG\_L002\_R1\_003.fastq.gz  
SM2853\_GCCAAT\_L001\_R1\_001.fastq.gz  
SM2853\_GCCAAT\_L001\_R1\_002.fastq.gz  
SM2853\_GCCAAT\_L001\_R1\_003.fastq.gz  
SM2853\_GCCAAT\_L002\_R1\_001.fastq.gz  
SM2853\_GCCAAT\_L002\_R1\_002.fastq.gz  
SM2853\_GCCAAT\_L002\_R1\_003.fastq.gz  
SM2854\_CAGATC\_L001\_R1\_001.fastq.gz  
SM2854\_CAGATC\_L001\_R1\_002.fastq.gz  
SM2854\_CAGATC\_L001\_R1\_003.fastq.gz  
SM2854\_CAGATC\_L001\_R1\_004.fastq.gz  
SM2854\_CAGATC\_L002\_R1\_001.fastq.gz  
SM2854\_CAGATC\_L002\_R1\_002.fastq.gz  
SM2854\_CAGATC\_L002\_R1\_003.fastq.gz  
SM2854\_CAGATC\_L002\_R1\_004.fastq.gz  
SM2855\_ACTTGA\_L001\_R1\_001.fastq.gz  
SM2855\_ACTTGA\_L001\_R1\_002.fastq.gz  
SM2855\_ACTTGA\_L001\_R1\_003.fastq.gz  
SM2855\_ACTTGA\_L001\_R1\_004.fastq.gz  
SM2855\_ACTTGA\_L002\_R1\_001.fastq.gz  
SM2855\_ACTTGA\_L002\_R1\_002.fastq.gz  
SM2855\_ACTTGA\_L002\_R1\_003.fastq.gz  
SM2855\_ACTTGA\_L002\_R1\_004.fastq.gz  
SM2856\_GATCAG\_L001\_R1\_001.fastq.gz  
SM2856\_GATCAG\_L001\_R1\_002.fastq.gz  
SM2856\_GATCAG\_L001\_R1\_003.fastq.gz  
SM2856\_GATCAG\_L002\_R1\_001.fastq.gz  
SM2856\_GATCAG\_L002\_R1\_002.fastq.gz  
SM2856\_GATCAG\_L002\_R1\_003.fastq.gz  
SM2857\_TAGCTT\_L001\_R1\_001.fastq.gz  
SM2857\_TAGCTT\_L001\_R1\_002.fastq.gz  
SM2857\_TAGCTT\_L001\_R1\_003.fastq.gz  
SM2857\_TAGCTT\_L001\_R1\_004.fastq.gz  
SM2857\_TAGCTT\_L001\_R1\_005.fastq.gz  
SM2857\_TAGCTT\_L002\_R1\_001.fastq.gz  
SM2857\_TAGCTT\_L002\_R1\_002.fastq.gz  
SM2857\_TAGCTT\_L002\_R1\_003.fastq.gz  
SM2857\_TAGCTT\_L002\_R1\_004.fastq.gz  
SM2857\_TAGCTT\_L002\_R1\_005.fastq.gz  
SM2858\_GGCTAC\_L001\_R1\_001.fastq.gz  
SM2858\_GGCTAC\_L001\_R1\_002.fastq.gz  
SM2858\_GGCTAC\_L001\_R1\_003.fastq.gz  
SM2858\_GGCTAC\_L002\_R1\_001.fastq.gz  
SM2858\_GGCTAC\_L002\_R1\_002.fastq.gz  
SM2858\_GGCTAC\_L002\_R1\_003.fastq.gz  
SM2859\_CTTGTA\_L001\_R1\_001.fastq.gz  
SM2859\_CTTGTA\_L001\_R1\_002.fastq.gz  
SM2859\_CTTGTA\_L001\_R1\_003.fastq.gz  
SM2859\_CTTGTA\_L002\_R1\_001.fastq.gz  
SM2859\_CTTGTA\_L002\_R1\_002.fastq.gz  
SM2859\_CTTGTA\_L002\_R1\_003.fastq.gz  
SM2860\_AGTCAA\_L001\_R1\_001.fastq.gz  
SM2860\_AGTCAA\_L001\_R1\_002.fastq.gz  
SM2860\_AGTCAA\_L001\_R1\_003.fastq.gz  
SM2860\_AGTCAA\_L002\_R1\_001.fastq.gz  
SM2860\_AGTCAA\_L002\_R1\_002.fastq.gz  
SM2860\_AGTCAA\_L002\_R1\_003.fastq.gz  
SM2861\_AGTTCC\_L001\_R1\_001.fastq.gz  
SM2861\_AGTTCC\_L001\_R1\_002.fastq.gz  
SM2861\_AGTTCC\_L001\_R1\_003.fastq.gz  
SM2861\_AGTTCC\_L001\_R1\_004.fastq.gz  
SM2861\_AGTTCC\_L002\_R1\_001.fastq.gz  
SM2861\_AGTTCC\_L002\_R1\_002.fastq.gz  
SM2861\_AGTTCC\_L002\_R1\_003.fastq.gz  
SM2861\_AGTTCC\_L002\_R1\_004.fastq.gz  
SM2862\_ATGTCA\_L001\_R1\_001.fastq.gz

SM2862\_ATGTCA\_L001\_R1\_002.fastq.gz  
 SM2862\_ATGTCA\_L001\_R1\_003.fastq.gz  
 SM2862\_ATGTCA\_L002\_R1\_001.fastq.gz  
 SM2862\_ATGTCA\_L002\_R1\_002.fastq.gz  
 SM2862\_ATGTCA\_L002\_R1\_003.fastq.gz  
 SM2863\_CCGTCC\_L001\_R1\_001.fastq.gz  
 SM2863\_CCGTCC\_L001\_R1\_002.fastq.gz  
 SM2863\_CCGTCC\_L001\_R1\_003.fastq.gz  
 SM2863\_CCGTCC\_L002\_R1\_001.fastq.gz  
 SM2863\_CCGTCC\_L002\_R1\_002.fastq.gz  
 SM2863\_CCGTCC\_L002\_R1\_003.fastq.gz  
 SM2864\_GTCCGC\_L001\_R1\_001.fastq.gz  
 SM2864\_GTCCGC\_L001\_R1\_002.fastq.gz  
 SM2864\_GTCCGC\_L001\_R1\_003.fastq.gz  
 SM2864\_GTCCGC\_L002\_R1\_001.fastq.gz  
 SM2864\_GTCCGC\_L002\_R1\_002.fastq.gz  
 SM2864\_GTCCGC\_L002\_R1\_003.fastq.gz  
 SM2865\_GTGAAA\_L001\_R1\_001.fastq.gz  
 SM2865\_GTGAAA\_L001\_R1\_002.fastq.gz  
 SM2865\_GTGAAA\_L001\_R1\_003.fastq.gz  
 SM2865\_GTGAAA\_L002\_R1\_001.fastq.gz  
 SM2865\_GTGAAA\_L002\_R1\_002.fastq.gz  
 SM2865\_GTGAAA\_L002\_R1\_003.fastq.gz  
 Counts\_Dox\_exp.txt  
 Raw\_Count\_Matrix.txt  
 Lipolysis\_DK.txt  
 Triascin.txt

Genome browser session  
(e.g. [UCSC](#))

No longer applicable.

## Methodology

### Replicates

ChIP-seq data were generated from two independent experiments of brown adipocytes. STAR derived .bam files were used as input for MACS2 at a low threshold. MACS2 peak calling was done on a pooled library of both replicates for each condition. Input DNA was used as background for peak detection. Peaks with an IDR  $\leq 0.05$  were kept and merged using HOMER (v4.10) mergePeaks function with distance -d given.

### Sequencing depth

Uniquely mapped reads >75% for all samples. Sequencing depth was 15 million reads per sample.

### Antibodies

Rabbit polyclonal H2K27Ac from Abcam #Ab4729, dilution 2  $\mu$ g. RRID: AB\_2118291.

### Peak calling parameters

STAR derived .bam files were used as input for MACS2 at a low threshold. MACS2 peak calling was done on a pooled library of both replicates for each condition. Input DNA was used as background for peak detection. Peaks with an IDR  $\leq 0.05$  were kept and merged using HOMER (v4.10) mergePeaks function with distance -d given. ChIP-seq data were generated from two independent experiments.

STAR (ChIP): STAR --genomeLoad LoadAndRemove --genomeDir /data/Genomes/mouse/mm9/star/index101bp/ --runThreadN 8 --readFilesCommand zcat --readFilesIn \$FASTQFILE --outSJfilterIntronMaxVsReadN 0 --alignIntronMax 1 --alignSJDBoverhangMin 200 --outFileNamePrefix \${FASTQFILE}/.fastq.gz/.star\_ }

MACS2 (peak calling ChIP): callpeak -t \$BAMFILE -c IMPUT.bam -f BAM -g mm --outdir macs2/ -n \${BAMFILE}/.bam/.pv-1e-3} -p 1e-3 --to-large

### Data quality

Uniquely mapped reads >75% for all samples and reads were identified on all chromosomes. Peak quality was ensured by the Idr ENCODE pipeline. Only one read per position was per length was allowed to ensure removal of potential PCR duplicates.

### Software

Sequencing quality was checked using FastQC (<https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>). Reads were aligned using STAR (<https://github.com/alexdobin/STAR>). Bam files were used peakcalling using MACS2 (<https://github.com/topics/macs2>). Merging and quantification of peaks was done using HOMER (<http://homer.ucsd.edu/homer/>).

How the deposited data were processed for this re-analysis (not part of the article)

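The samples come from the experiment of Fig. 2c and 2d, in which differentiated BAT-LgT brown adipocytes were treated with vehicle, triacsin C or etomoxir and with or without SR-3420. The 16 samples were mapped to 6 groups by their labels and the paper, and each of the 16 count columns was matched to its sample by name. The replicate numbers of the samples, from which the pairing in the block comes, are those of the sample labels and the column names. The dose of SR-3420 differs between the paper (20 µM) and the labels (10 µM), and the paper's is used.

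The authors aligned the reads with STAR v2.4.2a to mm9, kept a single read per position and length with HOMER, counted the reads on genes with iRNA-seq v1.1 and deposited the whole-number counts of 20295 genes without normalization. The removal of reads at the same position limits the counts of short, highly expressed genes, and how far it lowers them cannot be told from the counts. The paper's text does not name whether the counting used the strand, so genes overlapping on either strand were treated as sharing reads. The table also gives each gene's position on mm9 with a start counted from 0, to which 1 was added here, and a counted length. The annotation used for exon numbers and GC content is of the same build, NCBIM37. A GC content was obtained for 19848 of the genes (97.8%) and for 12616 of the 12786 genes tested, and 2032 genes (10.0%) overlap another gene of the table.

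From these counts, log2 fold changes, standard errors and p-values were computed with edgeR 4.0.16 in R 4.3.3. The quasi-likelihood test was applied after TMM normalization to the 12786 genes kept by filterByExpr, in 1 model with a mean for each of the 6 groups and no covariate, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. Standard errors were obtained from the log2 fold change and the test statistic. Lipolysis-activated genes had a log2FC of at least 1 and an adjusted p-value under 0.05 for SR-3420 against vehicle, the thresholds of the Fig. 2c legend. Dependence on an inhibitor was tested as the difference between inhibitor with SR-3420 and SR-3420 alone, and as the difference between the responses to SR-3420. K-means used 2 clusters, 50 starts and log2 normalized counts with a pseudocount of 1, scaled per gene. Gene sets were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01. Counts of single genes were normalized by DESeq2's size factors. Exact permutation tests were run on the mean expression of gene lists, where 3 samples against 2 or 3 cannot give a p under 0.1. The genes named are those of Fig. 2d, genes the paper names elsewhere as lipolysis-regulated and, in each comparison, at most 5 genes in each direction with the largest log2FC among those past the threshold whose groups do not overlap and whose mean normalized count is at least 50.

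The methods were tested on simulated counts drawn from the means and library sizes of these samples, with 200 genes changed. The simulated spread was edgeR's own estimate, and the changes were all of the same size, in well-expressed genes. The simulation held no effect shared by samples of the same replicate number, so a block could gain nothing there. These percentages therefore do not tell how the block or DESeq2 performs on the real counts. With 2 samples against 2, edgeR recovered 96.0% of them and 3.52% of its calls were false; with 3 against 3 it recovered 97.5% with 6.25% false calls. DESeq2 recovered 98.5% in both, with 18.3% and 17.9% false calls. With the replicate number as a block edgeR recovered fewer, 90.0% of the genes (3.23% false calls) with 2 samples against 2 and 97.0% (5.37% false calls) with 3 against 3. Interactions were recovered for 81.5% to 82.0% of the genes by edgeR (5.20% to 6.86% false calls), for 77.0% to 77.5% with the block (4.35% to 4.91% false calls) and for 90.5% to 92.0% by DESeq2 (13.4% to 20.7% false calls).

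The total counts per sample lay between 9452861 and 25670624, with a median of 13602886. They limit the precision of low genes such as Cyp26b1, and counting error alone is small for Pdk4 and Plin2. Alternatives set before the data were examined were DESeq2's size factors, DESeq2 1.42.0 with its Wald test, other filters on low counts (none, or at least 10 counts in every sample), a model of only the compared groups, the replicate number as a block, leaving out each sample in turn, adjustment over the list alone, a required log2FC of at least 1 in size, a test against a log2FC of 1, other gene lists, leaving out overlapping genes, TMM-normalized counts, and other clusterings and set tests. Added after seeing the data were DESeq2 with the block, clustering of DESeq2's lists, counts without normalization, further settings of the gene set tests, and the removal of trends over GC content and counted length by offsets from splines with 5 degrees of freedom, with and without the block. The FA release and nucleotide measurements of Fig. 2 were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.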

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

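The tests in this part were chosen after the counts had been analysed and the patterns seen. For the tests of the replicate number, of a mislabelled sample, of a gene overlapping Ffar4, of reads from Fabp4, of reads shared by Pmp2 and Fabp9, and of random lists for the UPR markers, the result itself, or values that give it, had been seen as well; for the others it had not.

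The response to SR-3420 differed between triacsin C and no inhibitor for 321 genes, by the interaction test of edgeR. The differences between the responses follow GC content across genes (Spearman -0.559, across genes, which are not independent replicates). When each sample's trend over GC content and counted length was removed, 1138 genes were called, 264 of the 321 among them, and 2167 were called with the replicate number as a block as well, so these trends do not account for the number. Thinning every library to the smallest total left 263 genes (1464 with the block). The 10 most abundant genes took shares of the counts whose group means lay within 4.19 percentage points, and overlapping genes were 0.923 times as frequent among the genes called as among those tested. Triacsin C replicate 1, which deviates less like the other replicates 1 than like replicate 3, was tested for a wrong label. Without it and without a block 173 genes were called, within the 140 to 179 of the fits that each left out 1 sample with triacsin C, but a wrong replicate number does not enter that model. With the replicate number as a block 1669 genes were called, and 4842 when triacsin C replicate 1 was left out of that model, against 533 to 993 when any other sample with triacsin C was left out. A wrong replicate number of this sample fits the value of 4842, in the direction of hiding genes. The number with the block therefore depends on this sample, and how far its label lowers that number cannot be told. The 321 genes of the model without a block do not depend on its replicate number. Contamination by other cells was not tested.

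SR-3420 raised 9 genes without inhibitor and lowered them with triacsin C, with an adjusted p-value under 0.05 in edgeR for both effects and for their difference. In the opposite direction, it lowered 14 genes without inhibitor and raised them with triacsin C. Of the 9 genes, 6 are lipolysis-activated genes. For Ffar4, which the paper names as dependent, the difference between the responses was -3.99 on the log2 scale (standard error 0.49, adjusted p = 0.0024 from edgeR, from 2.49e-13 to 0.00257 over the 9 alternatives that kept the replicates of the compared groups, and from 0.00649 to 0.00890 in the 6 fits that left out 1 sample with triacsin C). All 3 samples with triacsin C and SR-3420 had fewer normalized counts of Ffar4 than all 3 with triacsin C alone. With 1 sample left out the difference nearest to 0 was -3.71, and with trends over GC content and counted length removed it was -3.51. No gene of the table overlaps Ffar4 (0 genes), so reads of an overlapping gene are not an explanation. A candidate explanation of the lost rise is that Ffar4 needs acyl-CoA synthesis during lipolysis but not before it, as its normalized counts were not lower with triacsin C alone (988) than with vehicle (529). It does not account for the fall to 198 with triacsin C and SR-3420, which lies below vehicle. With etomoxir, which acts after acyl-CoA synthesis, no rise was detected either (390 without and 472 with SR-3420). Library size was not tested for this gene.

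SR-3420 alone lowered 131 genes at a log2FC of at most -1, whereas Fig. 2c shows activated genes. Of these, 74 were also lowered with triacsin C and 101 with etomoxir at the same threshold, and 122 were among the 260 genes lowered in the fit with the replicate number as a block. Bmf, Reps2, Ptgfr, Abca8a and Trim12c had the largest falls among the genes chosen by the naming rule, of -3.44, -2.20, -2.11, -1.83 and -1.81 on the log2 scale. Removing trends over GC content and counted length gave 259 genes (299 with the block) and thinning the libraries 121 (248 with the block). Of the 131 genes, 118 were among the 259 and 100 among the 121, so that neither explanation accounts for most of them, and repression within 3 h of lipolysis remains a candidate explanation, as a hypothesis. None of the genes is in C2 of Supplementary Data 1 (0 shared genes).

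Triacsin C alone changed 705 genes at a log2FC of at least 1 in size, 309 higher and 396 lower. Etomoxir alone changed 3, Hmox1, Fgf21 and Bmf (named after their values were seen), with 283 genes at an unadjusted p under 0.05. The numbers of samples are the same in both comparisons, but the difference between the inhibitors was not itself tested. Removing trends over GC content and counted length gave 720 genes and thinning gave 675 (759 and 826 with the block, against 855 with the block alone). Of the 309 raised genes, 42 are lipolysis-activated, and of the 396 lowered genes, 29 are lowered by SR-3420. Of the 705 genes, 540 were among the 720 and 637 among the 675, so that neither GC content, counted length nor library size accounts for most of them, and a broad effect of triacsin C in the absence of SR-3420 may be the reason, as a hypothesis.

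Pmp2 had the largest rise with triacsin C alone among the genes chosen by the naming rule, a log2FC of 7.44 (standard error 0.41, adjusted p = 2.43e-07 from edgeR, 5.98e-09 with the replicate number as a block), from 4.73 ± 2.41 normalized counts (SD, n = 2) to 803 ± 77.5 (SD, n = 3), with 18.0 ± 2.18 (SD, n = 3) when SR-3420 was added. Its neighbour Fabp9 followed, with deposited counts of 2 and 3 in vehicle, 264.0 ± 87.1 normalized counts (SD, n = 3) with triacsin C and 8.08 ± 1.16 (SD, n = 3) with triacsin C and SR-3420. Both lie on the minus strand of chromosome 3, Pmp2 from 10179851 to 10183885 and Fabp9 from 10193624 to 10197283, next to Fabp4, which had 95327 normalized counts with vehicle. The ratio of Pmp2 to Fabp4 counts was 140 times higher with triacsin C than with vehicle. As Fabp4 itself changed little, to 117690 normalized counts, this ratio restates the rise of Pmp2, and a larger share of reads running on from Fabp4 with triacsin C would raise it too. After thinning, the log2FC of Pmp2 was 7.28. The ratio of Fabp9 to Pmp2 counts changed 1.41 times between triacsin C without and with SR-3420, so that the change of Fabp9 cannot be told apart from reads shared by these genes. Transcription on the minus strand runs from Fabp4 over Fabp9 to Pmp2, and reads running on from Fabp9 into Pmp2 were not tested. With triacsin C, Pmp2 had more counts than Fabp9, which lies before it, and SR-3420 lowered Pmp2 from 803 to 18.0 but Fabp4 only from 117690 to 47594. These counts are against a fixed share of reads running on. A share that changes with treatment was not tested, and the rise of Pmp2 cannot be told apart from it.

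The median log2FC of the 24 UPR markers of Supplementary Data 3 with triacsin C alone was 0.52, with 20 of the 24 higher (camera, adjusted p = 7.42e-07, from 2.86e-08 to 0.00196 over the alternatives, the lowest with the replicate number as a block). The paper reports these markers for SR-3420 and isoproterenol, not for triacsin C. The median lay at the 100 percentile of 10000 random lists matched on mean expression. With trends over GC content and counted length removed it was 0.39, and after thinning 0.53. These values do not point to a technical origin, and a rise of UPR markers with triacsin C, which raises FAs in the medium in Fig. 2b, may be biological, as a hypothesis. With etomoxir alone the same markers had a smaller median of 0.13, with 19 of the 24 higher (camera, adjusted p = 0.00488, from 0.00182 to 0.0364 over the alternatives, 0.0188 with the replicate number as a block), at the 99.99 percentile of the random lists, so that a high percentile is not particular to triacsin C.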

How the results depend on the processing

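The number of lipolysis-activated genes was 299 and stayed between 269 and 377 with DESeq2's size factors, DESeq2's Wald test without and with the block, both other filters, the replicate block, the removal of overlapping genes and the removal of trends over GC content and counted length without and with the block. It was 45 with a model of only the compared groups and 47 with a test against a log2FC of 1, which gave 1 and 3 genes lowered by SR-3420 in place of 131. For each change in this part the cause was not tested. No calls are given for fits without a vehicle or SR-3420 sample, since 1 sample would be left in the group. DESeq2 with the block, the removal of trends over GC content and counted length, the clustering of DESeq2's lists and the gene set tests with other filters or a sample left out were chosen after seeing the data.

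With only the compared groups, 39 of the 45 genes were induced with triacsin C and 43 with etomoxir, 2 were lower with triacsin C and 2 with either inhibitor, and 20 were raised by triacsin C alone (median log2FC 0.74). In this setting etomoxir alone changed 0 genes (115 at an unadjusted p under 0.05) and SR-3420 with etomoxir changed 742.

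The replicate block gave 260 lowered genes, 23 genes lower with triacsin C, 24 with etomoxir and 30 with either inhibitor, 162 raised by triacsin C alone, and 1669 and 3 genes whose response differs with triacsin C and with etomoxir. In DESeq2 with the replicate block these were 272, 21, 26, 31, 156, 2196 and 18, and etomoxir alone changed 6 genes. DESeq2 without a block gave 5 genes lower with etomoxir, and 809 and 9 genes whose response differs. The removal of trends over GC content and counted length gave 259 lowered genes, 5 lower with etomoxir, 135 raised by triacsin C alone, and 1138 and 1 genes whose response differs; with the replicate block as well, it gave 299 lowered genes, 17, 18 and 24 genes lower with triacsin C, etomoxir and either, 177 raised, and 2167 and 14 genes whose response differs.

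Without a filter on low counts, 163 genes differed in response with triacsin C and the median log2FC with triacsin C alone was 0.44. Adjustment over the list alone gave 3 genes lower with etomoxir and 117 raised by triacsin C alone. The C1, C3 and C4 list gave 130 genes induced with triacsin C, 119 with etomoxir, 47 lower with triacsin C and 47 with either, and a median of 0.30. The list from the etomoxir groups gave 320 induced with triacsin C, 3 lower with triacsin C and 3 with either, and a median of 0.39.

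With 1 sample left out at a time, the median log2FC with triacsin C alone ranged from 0.42 to 0.62, the genes whose response differs with triacsin C from 140 to 179, those changed by SR-3420 with etomoxir from 750 to 1353, and the genes lower with etomoxir from 0 to 4. The other counts of genes with a sample left out stayed within 1.5 times.

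K-means put 12 genes in the dependent cluster, against 70 from linear counts, 100 for DESeq2's list and 78 for DESeq2's list with the replicate block.

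In the gene set tests with triacsin C alone, C1 and C3 had adjusted p-values of 0.0531 and 0.0988 with estimated correlations, where the alternatives ranged from 0.000506 to 0.0531 and from 0.00378 to 0.0988. For triacsin C with SR-3420 against SR-3420, C4 had 0.0721 with estimated correlations and 0.0816 with at least 10 counts in every sample (range from 0.0187). That filter also gave 0.0484 for C2 (range to 0.218) and changed the direction of C1 (0.921, range from 0.496), and it changed the direction of C2 with etomoxir alone (0.880, range 0.706 to 0.965). Under the replicate block the same C2 test changed direction at 0.948, and C1, C3 and C4 together had 0.0441 for triacsin C with SR-3420 against SR-3420 (range to 0.202). With 1 sample left out, the adjusted p-values with etomoxir alone ranged from 0.829 to 0.881 for C2, 0.00264 to 0.0885 for C3, 0.214 to 0.885 for C4 and 0.00118 to 0.101 for the UPR markers. For etomoxir with SR-3420 against SR-3420 they ranged from 0.166 to 0.880 for C1, 0.191 to 0.968 for C3 and 0.377 to 0.767 for C1, C3 and C4 together. Where a gene set changed direction, it was past the threshold in neither setting.

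Among the genes of Fig. 2d, small effects changed sign. Pdk4 in triacsin C with SR-3420 against SR-3420 was -0.12 and -0.10 with trends over GC content and counted length removed, without and with the replicate block, and ranged from -0.072 to 0.28 with 1 sample left out; with etomoxir in place of triacsin C the range was -0.25 to 0.13. Plin2 in the first of these comparisons was 0.014 with the trends removed and ranged from -0.27 to 0.16, and Plin2 in etomoxir against vehicle ranged from -0.052 to 0.52. Ffar4 in etomoxir with SR-3420 against etomoxir ranged from -0.056 to 0.61. Of the other alternative values for these genes, 424 stayed on their side of the threshold, 23 became stronger and 15 weaker. Of those without an adjusted p-value, from fits that left 1 sample in a group, 62 stayed within 1 standard error of the log2FC and 14 moved further. The depth limits Cyp26b1 most of the 4 genes, at 54 to 619 counts per sample.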

Differences from the paper's values

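The genes activated by SR-3420 numbered 299 here against about 530 in Fig. 2c, read by eye. Of the alternatives set before the data were examined, the replicate block, with 377 genes, came within 1.5 times; the others, from 45 to 342 genes, did not. The replicate block with trends over GC content and counted length removed, chosen after seeing the values, gave 356, which is also within 1.5 times, while DESeq2 with the replicate block (352) and the removal of the trends alone (349), also chosen after seeing the values, lie just outside. The value of 530 was rounded, and against the value before rounding DESeq2 with the replicate block lies at 1.5 times.

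The FA oxidation-dependent cluster held 12 genes here against about 94 in Fig. 2c, read by eye. Clustering linear normalized counts, set before the data were examined, gave 70, within 1.5 times; 4 merged clusters, with 11, and removal of the replicate means, with 12, did not. Clustering of DESeq2's lists gave 100 genes without and 78 with the block, both chosen after seeing the values and within 1.5 times. The other cluster held 287 genes against about 430 in Fig. 2c, read by eye, which is just within 1.5 times. The value of 430 was rounded, and against the value before rounding the 287 genes lie just over 1.5 times away. The settings that come near the dependent cluster miss this one, with 229 genes from linear counts and 242 and 274 for DESeq2's lists without and with the block, so that no clustering run here comes within 1.5 times of both.

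The paper places Cyp26b1 in the dependent cluster, whereas k-means here placed it in the other cluster. In Fig. 2d the paper marks Cyp26b1 as lower with triacsin C and SR-3420 than with SR-3420. The adjusted p-value for this difference was 0.064 from edgeR (0.00153 to 0.245 over the alternatives). The replicate block (0.00645) and DESeq2 (0.0306) call it, as do DESeq2 with the replicate block (0.00153) and the replicate block with trends over GC content and counted length removed (0.0354), the latter pair chosen after seeing the values.

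Fig. 2d also marks Cyp26b1 as higher with etomoxir alone than with vehicle, for which edgeR gave 0.888 (0.0263 to 1 over the alternatives); of the settings run, the replicate block with trends over GC content and counted length removed, chosen after seeing the values, calls it (0.0263).

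Ffar4 is marked in Fig. 2d as higher with triacsin C alone, for which edgeR gave 0.107 (0.0289 to 0.169 over the alternatives). The model of only the compared groups calls it (0.0289), as does DESeq2 with the replicate block, chosen after seeing the values (0.0409). Ffar4 with etomoxir and SR-3420 is marked as lower than with SR-3420, for which edgeR gave 0.141 (5.11e-05 to 0.700 over the alternatives). The replicate block (0.0198) and DESeq2 (0.000595) call it, as does the fit without etomoxir with SR-3420 replicate 3 (0.0458). It is also called with the trends removed, without (0.0195) and with the block (0.00247), and by DESeq2 with the block (5.11e-05), these chosen after seeing the values.

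The text names genes repressed by triacsin C or etomoxir as dependent, with Cyp26b1 as an example, so that a fall with triacsin C is enough. Here Cyp26b1 with etomoxir and SR-3420 was not lower than with SR-3420 (log2FC 0.34), which does not differ from that wording. The Fig. 2d legend, however, calls its dependent genes FA oxidation-dependent. With etomoxir, SR-3420 still raised Cyp26b1 (log2FC 1.26, adjusted p = 0.000303 from edgeR), so these counts show no dependence of this gene on FA oxidation.

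The 24 group means in Fig. 2d, read by eye from the tops of the bars after the counts were known, lie within 1.36 times of the normalized counts here. The counts as deposited, without normalization and chosen after seeing the values, lie within 1.15 times and are nearer to 19 of the 24 bars, while the normalized counts are nearer to 5. For Cyp26b1 with etomoxir and SR-3420, the bar reads about 410 in Fig. 2d, the mean without normalization is 413 and the normalized mean 304; for Ffar4 in the same group the bar reads about 640 in Fig. 2d, and these means are 659 and 472. Points cover the tops of most vehicle bars, so those readings are less certain.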

Other observations

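The tests in this part were chosen after the counts had been analysed and the patterns seen; for the test of vehicle samples shared between the list and the comparison, the result itself had been seen as well.

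Samples with the same replicate number deviate together, and this deviation lies along GC content. Along it replicates 1 and 2 fall on the same side apart from the exceptions given below, so that it mainly sets replicate 3 apart. The first component of the deviations from the group means held 66.5% of the variance within groups. Its loadings had a Spearman correlation of -0.835 with GC content across genes, which are not independent replicates, and of 0.172 with counted length. Within groups of 3 or 2 samples, the deviation of replicate 3 had a negative Spearman correlation with GC content in vehicle, SR-3420, triacsin C with SR-3420, etomoxir and etomoxir with SR-3420, from -0.659 to -0.818, and of -0.573 in triacsin C. With 2 samples per group the deviations mirror each other by design. Triacsin C replicate 1, at -0.36, was on the side of replicate 3 and not of the other replicates 1, whose values were 0.659 to 0.793. A second exception is etomoxir with SR-3420 replicate 2, at -0.194 against 0.475 to 0.734 for the other replicates 2, and its correlations with those 4 samples were all below 0. Across the 16 samples the scores had a Spearman correlation of -0.532 (permutation test, p = 0.0365) and a Pearson correlation of -0.584 (permutation test, p = 0.0164) with log2 library size, and a Pearson correlation of -0.504 without the 2 libraries farthest from the median. A GC-dependent difference between library preparations is consistent with the value of -0.835, and library size with -0.532; they cannot be told apart here. No biological explanation was tested. Since vehicle has replicates 2 and 3 and SR-3420 replicates 1 and 3, the comparison of these groups is not balanced for it. The log2FC of SR-3420 against vehicle had a Spearman correlation of 0.29 with GC content across genes.

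The rise of lipolysis-activated genes with triacsin C alone was tested for a selection effect, since the list and the comparison share the vehicle samples. The C1, C3 and C4 genes, taken from another experiment, had a median log2FC of 0.30, at the 100 percentile of 10000 random lists matched on mean expression. With etomoxir alone the same genes had a median of 0.10, also at the 100 percentile, so that a high percentile is not particular to triacsin C. The median of the 299 genes was 0.48 with trends over GC content and counted length removed and 0.51 after thinning the libraries. A selection effect may add to the value of 0.51, as the other lists gave 0.30 and 0.39, but did not account for all of it.

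SR-3420 changed 1893 genes with triacsin C and 1136 with etomoxir, against 430 without inhibitor. With 2 samples of each group kept, the median over the 9 choices was 1598 genes with triacsin C (1373 to 1873) and 1050.0 with etomoxir (565 to 1842), so the number of samples does not account for the larger counts. Of the 10 splits of the 6 samples with triacsin C into groups of 3, 4 part the 3 same-numbered pairs, and 1 of these 4, the real one, gave as many genes. The 9 other splits gave 0 genes past both thresholds (48 to 412 at an unadjusted p under 0.05, against 5947 for the real grouping). For the 6 samples with etomoxir 1 of 4 splits gave as many genes as well, and the 9 others gave 0, but with 51 to 5029 genes at an unadjusted p under 0.05 against 4758 for the real grouping. In the split with 5029, etomoxir replicates 1 and 2 and etomoxir with SR-3420 replicate 1 were set against the other 3 samples, and the lowest adjusted p-value was 0.0509, just above the threshold, so that its 0 is a narrow miss. By design the share of so few splits cannot fall under 0.05, and the splits regroup samples within an inhibitor and do not compare it with the groups without inhibitor. The test therefore decides nothing in either direction, and the larger counts cannot be told apart from a split by chance with it. Tested gene by gene, the response to SR-3420 differed from that without inhibitor for 321 genes with triacsin C (158 higher and 163 lower, 1669 with the replicate block) and for 0 with etomoxir (307 at an unadjusted p under 0.05, 3 genes with the block), so that a wider response with etomoxir was not found by this test. With trends over GC content and counted length removed 608 genes changed without inhibitor, 1702 with triacsin C and 1267 with etomoxir, and 655, 1746 and 1298 with the replicate block as well, so that these trends do not account for most of the difference.

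Of the genes changed by SR-3420 with triacsin C, 670 were higher and 1223 lower (35.4% higher), and without inhibitor 299 were higher and 131 lower (69.5% higher). With trends over GC content and counted length removed the shares were 39.7% and 57.4%, and with the replicate block 34.3% and 59.2%, a change of over 10 percentage points without inhibitor. These shares are of genes with a log2FC of at least 1 in size. Without this limit, SR-3420 with triacsin C gave 2208 higher and 2514 lower. It gave 3655 and 3077 with the trends removed, and 3515 and 3670 with the block. Higher genes were also in the majority without a filter on low counts (2258 and 2121) and in DESeq2 with the block (3630 and 3484). They were so with the trends removed and the block as well (4354 and 3600). Lower genes stayed in the majority with DESeq2's size factors, DESeq2 without the block, at least 10 counts in every sample and only the compared groups. The direction with triacsin C therefore depends on the setting. Without inhibitor SR-3420 gave 607 and 357 in the main fit, 1546 and 1497 with the trends removed, and 1423 and 1015 with the block. Triacsin C with SR-3420 against SR-3420 gave 11.7% higher (27 of 230 genes), 26.4% with the trends removed and 30.7% with the block. Etomoxir with SR-3420 against SR-3420 gave 0 genes at a log2FC of at least 1 in size (1279 at an unadjusted p under 0.05), 25 with the trends removed (1 higher, 4.00%) and 242 with the block (157 higher, 64.9%), and without the limit 0 higher and 1 lower, 19 and 144 with the trends removed, and 761 and 1077 with the block, so that the direction in the fit with the block depends on the limit.

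Among genes the paper names elsewhere, Fgf21 rose with each inhibitor alone, by a log2FC of 1.98 with triacsin C (adjusted p = 0.000102) and 2.16 with etomoxir (adjusted p = 0.0021), and by 3.70 with SR-3420 (adjusted p = 3.80e-06), all from edgeR's quasi-likelihood test. Its deposited counts with vehicle were 6 and 12, so these changes start from a low level. The gene Hilpda rose by 2.73 with SR-3420 (adjusted p = 7.58e-06) and by 1.12 with triacsin C alone (adjusted p = 0.00125), both from edgeR. For Arntl, expression fell by 0.89 on the log2 scale with triacsin C alone (adjusted p = 0.013 from edgeR) and rose by 1.09 with SR-3420 in the presence of triacsin C (adjusted p = 0.000663 from edgeR), while its change with SR-3420 alone was 0.13 (adjusted p = 0.798 from edgeR). The difference between these responses of Arntl had an adjusted p-value of 0.11 without and 0.0107 with the replicate number as a block. For Acot4, expression rose by 1.34 with triacsin C alone (adjusted p = 0.00407 from edgeR). It fell by 2.34 with SR-3420 in the presence of triacsin C (adjusted p = 1.65e-05 from edgeR), from this raised level. The deposited counts of Acot4 were low, 16 to 21 per sample with triacsin C and SR-3420. The change was 0.18 with SR-3420 alone (adjusted p = 0.767 from edgeR), a difference with an adjusted p-value of 0.00477 (0.00195 with the block). Triacsin C with SR-3420 against SR-3420 gave a log2FC of -1.19 (adjusted p = 0.0222 from edgeR). With etomoxir, the log2FC of SR-3420 was -0.85 (adjusted p = 0.0177 from edgeR). Of the other genes named, SR-3420 alone raised Atf4, Ddit3, Hspa5 and Cry1 at an adjusted p-value under 0.05 in edgeR. No rise was detected for Dgat1, Acsl1, Agpat9, Nr1d1 (Reverba), Elovl3, Ucp1 and Pck1. Their log2FC were -0.0069, 0.059, 0.40, 0.65, 0.73, 0.84 and 1.04. Their lowest adjusted p-value from edgeR was 0.0554 (Pck1), or 0.0357 with the block. In another experiment the paper reports Reverba and Bmal1 (Arntl) as activated by SR-3420, which the main fit did not detect.

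The share of counts in the 10 most abundant genes was 8.56% and 8.59% in the vehicle samples, 8.35% to 8.70% with triacsin C, 7.58% to 7.97% with etomoxir, and 5.89% and 7.02% with SR-3420. It lay between 4.12% and 4.66% in samples with triacsin C and SR-3420 and between 3.91% and 5.34% in samples with etomoxir and SR-3420.

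The C2 genes of Supplementary Data 1 had a median log2FC of 0.27 with SR-3420 against vehicle (camera, adjusted p = 3.39e-06, from 1.44e-07 to 0.000237 over the alternatives, 1.00e-06 with the replicate block). The paper describes these genes as unaffected by SR-3420 in the separate experiment of Fig. 1d, so this rise differs from its description. The medians of C1, C3 and C4 were larger, at 0.67, 0.54 and 0.44.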
